# Early Transcriptomic Response to Phosphate Deprivation in Soybean Leaves as Revealed by RNA-Sequencing

**DOI:** 10.3390/ijms19072145

**Published:** 2018-07-23

**Authors:** Houqing Zeng, Xiajun Zhang, Xin Zhang, Erxu Pi, Liang Xiao, Yiyong Zhu

**Keywords:** soybean (*Glycine max*), phosphate deprivation, leaf, RNA-sequencing, hormone, calcium signaling, transcriptional response, kinase, metabolism, cis-element

## Abstract

Low phosphate (Pi) availability is an important limiting factor affecting soybean production. However, the underlying molecular mechanisms responsible for low Pi stress response and tolerance remain largely unknown, especially for the early signaling events under low Pi stress. Here, a genome-wide transcriptomic analysis in soybean leaves treated with a short-term Pi-deprivation (24 h) was performed through high-throughput RNA sequencing (RNA-seq) technology. A total of 533 loci were found to be differentially expressed in response to Pi deprivation, including 36 mis-annotated loci and 32 novel loci. Among the differentially expressed genes (DEGs), 303 were induced and 230 were repressed by Pi deprivation. To validate the reliability of the RNA-seq data, 18 DEGs were randomly selected and analyzed by quantitative RT-PCR (reverse transcription polymerase chain reaction), which exhibited similar fold changes with RNA-seq. Enrichment analyses showed that 29 GO (Gene Ontology) terms and 8 KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways were significantly enriched in the up-regulated DEGs and 25 GO terms and 16 KEGG pathways were significantly enriched in the down-regulated DEGs. Some DEGs potentially involved in Pi sensing and signaling were up-regulated by short-term Pi deprivation, including five SPX-containing genes. Some DEGs possibly associated with water and nutrient uptake, hormonal and calcium signaling, protein phosphorylation and dephosphorylation and cell wall modification were affected at the early stage of Pi deprivation. The cis-elements of PHO (phosphatase) element, PHO-like element and P responsive element were present more frequently in promoter regions of up-regulated DEGs compared to that of randomly-selected genes in the soybean genome. Our transcriptomic data showed an intricate network containing transporters, transcription factors, kinases and phosphatases, hormone and calcium signaling components is involved in plant responses to early Pi deprivation.

## 1. Introduction

As a non-substitutable macronutrient, phosphorus (P) is essential for plant growth and development by being part of fundamental bio-molecules and participating in various cellular activities. However, plants frequently suffer from P deficiency, which is a limiting factor for crop productivity worldwide, because of the low availability of the available form of P (phosphate, Pi) in soils, especially in acid soils [1,2]. Substantial use of Pi fertilizers is the main solution for this problem but the reserves of Pi rock (the primary source of Pi fertilizers) are finite and the cost of Pi fertilizers is high. In order to improve Pi acquisition and use efficiency of crop plants, many studies have been conducted to understand the physiological, biochemical and molecular mechanisms of plant adaptation and tolerance to low Pi stress [3,4,5,6].

Plants have a series of adaptive strategies to cope with low Pi stress, such as changes in shoot-to-root biomass ratio, exudation of organic acids, secretion of acid phosphatases, induction of high-affinity Pi transporters (PHTs), association with soil microorganisms, release of Pi from vacuolar stores and the optimization of internal Pi utilization by metabolic changes [7,8,9]. A large number of Pi-responsive genes have been functionally identified to coordinate these Pi deficiency responses. For example, in Arabidopsis, the MYB-CC (MYB-coiled–coil) transcription factor *PHR1* and its close homologs *PHR1-LIKE 1* (*PHL1*) and *PHL2* are considered to be the central signaling components controlling transcriptional and metabolic responses to variations in Pi supply [10,11,12]; SPX-MFS (SPX-Major Facilitator Superfamily) protein VPT1 (Vacuolar Phosphate Transporter 1, also named PHT5;1) is regarded to mediate vacuolar Pi sequestration, which is critical for plant acclimation to varying Pi availability in the environment [13,14,15]; microRNAs are important players in controlling Pi transport by regulating the expression levels of some key components in Pi signaling networks, such as *PHO2* and *NLA* (*Nitrogen Limitation Adaptation*) [16,17,18].

Transcriptomic analyses by microarray and recently developed high-throughput sequencing methods provide a useful tool for holistic understanding of the transcriptional responses under Pi deficiency in the post-genome era. Significant progress has been made on model plant Arabidopsis [19,20,21,22], rice [23,24] and some other plants [25,26,27]. Numerous genes were shown to be responsive to Pi deprivation, including genes involved in Pi acquisition and recycling, hormonal signaling and transcriptional regulation. These findings also support previous physiological and biochemical studies [28,29]. However, most of these studies are based on mid-term or long-term Pi deprivation. Early transcriptional responses to Pi deprivation are still largely ambiguous.

Soybean is an important leguminous crop for providing cooking oil and protein-rich food for humans. Low Pi availability is considered to be the most limiting nutrient condition for its production [30]. Some studies have been conducted to demonstrate the mechanisms of Pi deficiency response and tolerance. For instance, *GmACP1* and *GmACP2* both encoding an acid phosphatase was found to contribute to low Pi tolerance by combining quantitative trait loci (QTL) linkage, comparative transcriptome and genome-wide association analyses [31,32]; *GmPHT1;4* (also named *GmPT5*) is critical for maintaining Pi supply in nodules by transporting Pi from roots to nodules [33]; three metabolism pathways including methane metabolism, phenylalanine metabolism and phenylpropanoid biosynthesis were found to be enriched in the common Pi-responsive genes between a low-Pi tolerant soybean accession and a low-Pi sensitive soybean accession [34]. Recently, we studied the transcriptomic responses to medium-term Pi deficiency (7 days) by digital gene expression deep sequencing and identified a total of 1612 differentially expressed genes (DEGs) in soybean roots [35]. However, the early signaling events in low Pi stress responses remain elusive. Leaves are important sources of the shoot-to-root systemic signals in Pi deficiency response, such as phloem mobile RNAs, proteins, sugars, Pi and other metabolites [4,9] but the sensing and signaling of Pi deficiency in leaves is largely unclear. In order to capture early transcriptional response to Pi deprivation in soybean leaves, we measured the transcriptional response to short-term (24 h) Pi deprivation by RNA-Seq. The DEGs and signaling components identified here represent new candidates for understanding the molecular mechanisms of early Pi stress responses in leaves and the improvement of Pi stress tolerance in soybean.

## 2. Results

### 2.1. Transcriptome Profiling by RNA-Seq of Soybean Leaves in Response to Short-Term Pi Deprivation

To assess the global transcriptome profile of soybean leaves in response to short-term Pi deprivation, we performed RNA-seq analyses following Pi deprivation for 24 h, a time point where the Pi concentration of Pi-deprived tissues decreases [23,36]. After Pi deprivation treatment for 24 h, Pi concentration in the roots, the first and the second trifoliate leaves of soybean significantly decreased but there was no significant difference for the third trifoliate leaves (Figure 1). Two biological replicates of RNA-seq were included for both Pi-sufficient leaves (PSL) and Pi-deprived leaves (PDL), and, therefore, a total of four libraries were constructed. 

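Leaf RNA was compared between 2 groups of soybean seedlings, both moved to their solution for 24 h. The Pi-sufficient solution held 0.5 mM KH2PO4 (libraries PSL-1 and PSL-2) and the Pi-deprived solution 0 mM KH2PO4 (libraries PDL-1 and PDL-2). In the latter K2SO4 took the place of KH2PO4 to hold potassium constant, so sulfate supply differed as well. Each library was made from the first trifoliate leaves of 3 plants after 18 days in hydroponics (the sample labels write 18 days after germination), so n = 2 in each group. The authors filtered the paired-end reads with the FASTX-toolkit and FastQC, mapped them with TopHat to the Gmax2.0 genome indexed by Bowtie2, assembled loci with Cufflinks and compared the groups with Cuffdiff. Mapped clean reads, from the paper's Table S1, were 28941039 in PDL-1, 36741937 in PDL-2, 35666806 in PSL-1 and 29270613 in PSL-2. The values used are the authors' FPKM of each locus in each library, which are normalized estimates and not read counts. They were tested with limma on log2(FPKM + 0.1), with a mean-variance trend, over the 32686 of 39505 loci with a mean FPKM of at least 0.3. Fold changes on this scale understate the change of loci with a low FPKM. A locus is said to be higher or lower in PDL, or to rise or fall, where it passed the study's own thresholds in limma, a log2 fold change of at least 1 or at most −1 with an unadjusted p of at most 0.05. The Benjamini-Hochberg adjusted p over all loci tested is given beside single genes. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333. An FPKM of 0 occurs in single libraries for genes in general use, so such genes are described as listed at 0 and no fold is given against them. A set of 41 gene lists, defined by words of the gene descriptions before the deposited values were examined, was tested with limma's camera at a preset inter-gene correlation of 0.01. Many of these lists match families that the paper reports as changed on the same libraries, so their results are not independent of its calls. None of the 41 lists passed with an estimated correlation (smallest adjusted p = 0.437), none passed fry (smallest adjusted p = 0.107), and 14 passed with the preset one. With 4 libraries the test with an estimated correlation has little power. A list that misses it is therefore neither backed nor excluded by it. With the preset correlation, lists can pass without a contrast of treatments. Grouping PDL-2 with PSL-1 instead, 7 lists passed, that of ribosomal proteins at a camera adjusted p of 4.78e-07. The reference gene of the qRT-PCR, ACTIN11 (Gm18g290800, chromosome 18 of Gmax2.0 from 56972738 to 56976122), had 88.1 and 106 FPKM in PDL and 104 and 92.3 in PSL, a log2 fold change of −0.02 (standard error 0.14, limma adjusted p = 0.978). Of the 146 genes named in the text that passed the thresholds, 42 passed under every setting in which they were tested, leaving out each library included.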

By Illumina’s deep sequencing, a total of 38.8 to 49.6 million reliable clean reads were obtained from each library after excluding the low-quality reads (Table S1). 

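The deposited table lists an FPKM above 0 for 35995 loci in PDL-1, 36190 in PDL-2, 36536 in PSL-1 and 35517 in PSL-2. The median FPKM of the loci tested lay between 6.07 and 6.10 in the 4 libraries, and the 10 most abundant loci of a library took 24.8% to 31.1% of its summed FPKM. In the paper's Table S1, 3% to 3.4% of the clean reads mapped to several places, which bears on near-identical soybean paralogs. Mapped reads fell about equally on the sense strand (34.6% to 37%) and the antisense strand (34.8% to 37.1%).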

Most of the clean reads (69.5–74.1%) from each library uniquely mapped to the soybean reference genome (v2.0). The correlation of the two biological replicates for PDL and PSL was calculated to determine the variability between the replicates. 

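Levels of most loci were close in all 4 libraries, and the median SD between the replicates of a group was 0.20 on the log2 scale. Across the 39505 loci, log2(FPKM + 0.1) gave a Pearson's r of 0.938 (93.8%) between PDL-1 and PDL-2 and of 0.937 (93.7%) between PSL-1 and PSL-2. The 4 pairs of a PDL with a PSL library gave r from 0.932 to 0.940, so replicates of a group were not closer to each other than libraries of different groups on this measure. These values are taken across loci, which are not independent replicates, and carry no p. Some abundant genes departed in 1 library by being listed at 0 (chosen after their values were seen). Gm13g089200, encoding the blue light receptor cryptochrome 1, was at 0 and 63.8 FPKM in PDL and 56.0 and 62.3 in PSL. Gm09g193300, for an elongation factor Ts of organelle translation, was at 101 and 0 in PDL and 100.2 and 85.7 in PSL, and Gm12g232300, for ribosomal protein L33, at 131 and 36.9 in PDL and 0 and 133 in PSL.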

The Pearson’s correlation (R value) of the two comparisons was both around 85% (Figure S1), indicating a high correlation between the biological replicates. The abundance of transcripts from each gene mapped was measured in terms of the fragments per kilobase of transcript per million mapped reads (FPKM). A total of 39,505 gene loci were detected in PDL and/or PSL (Table S2).

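Of these loci, 33017 had an FPKM above 0 in all 4 libraries, 37832 in at least 1 PDL library and 37844 in at least 1 PSL library. An FPKM of at least 0.1 in at least 1 library was reached by 37649 loci and an FPKM of at least 1 by 30174. Both PDL libraries were above 0 and both PSL libraries listed at 0 for 311 loci, and the opposite held for 271. The table holds 722 merged loci and 919 unannotated loci, and 33005 loci carry a description. The authors did not test 10106 of the 39505 loci.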

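After 24 h without Pi, 373 loci were higher and 290 were lower in PDL than in PSL, 663 in all. Among loci with a description, the largest rises included Gm16g054900 (DUF3339 protein, unknown function), at 33.2 and 28.6 FPKM in PDL and 0 and 0 in PSL, and Gm07g131400, for a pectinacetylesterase that removes acetyl groups from pectin, at 19.3 and 33.1 in PDL and 0 and 0 in PSL. Neither was tested by the authors. Gm06g325400, a merged locus with a ribosomal protein L22 gene, had 4.63 and 11.6 in PDL and 0.545 and 0.137 in PSL, a log2 fold change of 4.25 (standard error 0.70, limma adjusted p = 0.470). The largest falls included Gm17g159100 (DUF726 protein, a merged locus), at 1.24 and 0.899 in PDL and 257 and 249 in PSL, a log2 fold change of −7.77 (standard error 0.18) with a limma adjusted p under 0.05. Gm05g020300, for a TOM5 homolog of the mitochondrial import pore, was at 0 and 0 in PDL and 199 and 777 in PSL and was not tested by the authors, and Gm06g298700, a wound-responsive gene, was at 0 and 3.18 in PDL and 19.5 and 24.0 in PSL. Of the 663 loci, 22 were merged and 44 unannotated. In limma, 19 loci (9 higher, 10 lower) had an adjusted p under 0.05, and 18 of these were listed at 0 in both libraries of a group. An unadjusted p of at most 0.05 was reached by 2918 loci where chance gives 1634.3. Grouping PDL-2 with PSL-1 instead gave 634 loci past the thresholds against 663, with 34 at an adjusted p under 0.05, grouping PDL-2 with PSL-2 gave 401 and 22, and 525 of 32436 loci simulated without a change passed the thresholds. The libraries of the groups did not overlap at 41.3% of the loci tested where chance gives 33.3%. Of the 534 loci marked as changed in the authors' deposited table, 288 (53.9%) passed here, and all 534 had the same sign. The authors' Cuffdiff q was under 0.05 for 153 of the 534. The counts rest on all 4 libraries. Leaving out 1 of them gave 1283 loci without PDL-1, of which 722 were lower and only 43.7% higher, 555 higher and 511 lower without PDL-2, 839 and 568 without PSL-1, and 610 and 533 without PSL-2, with 0 adjusted calls in limma each time.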

Differential expression analysis showed that a total of 533 loci were differentially expressed, including 36 putative mis-annotated loci and 32 putative novel loci (Tables S3–S5). Here, mis-annotated loci were considered as loci assembled by Cufflinks but spanning two or more loci annotated in the soybean genome assembly. This is often due to the incorrect annotation of the initial gene model or annotated genes being too close together to be resolved. Unannotated loci (i.e., the novel loci) are an assembled group of reads not overlapping with any known loci annotated in the soybean genome assembly. Among the DEGs that have been annotated previously, 270 were up-regulated and 195 were down-regulated by short-term Pi deprivation (Figure S2). 

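Among loci that are a single annotated gene, 342 were higher and 255 were lower in PDL in limma. Gm06g031400, a RAD-like 6 gene of the MYB-related family, rose from values listed at 0 in both PSL libraries to 3.39 ± 0.305 FPKM in PDL (mean ± SD). Gm18g152800, encoding stomagen, a secreted peptide that promotes stomatal development, was at 1.32 and 3.45 in PDL and 0 and 0 in PSL, and Gm07g096700, for a lipid-transfer protein, at 2.72 and 2.41 in PDL and 0 and 0 in PSL. In the other direction, Gm11g061500 (stress responsive alpha-beta barrel protein) was at 0 and 0 in PDL and 3.66 and 2.87 in PSL, and Gm09g263500 (LysM domain protein) at 0 and 0 in PDL and 4.64 and 1.11 in PSL. Gm19g002100, another RAD-like 6 gene, fell, with 0 and 3.50 in PDL and 26.4 and 22.1 in PSL. Of these genes, only Gm19g002100 was tested by the authors, and the limma adjusted p-values lay between 0.235 and 0.546.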

Interestingly, transcripts from nine DEGs were found only in PDL, while transcripts from 12 DEGs were found only in PSL (Table 1). 

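All 21 genes of Table 1 were listed at 0 in both libraries of a group, 9 in PSL and 12 in PDL, while 17 were above 0 in both libraries of the other group. On the PDL side, Gm04g223400, which has no description and lies on chromosome 4 of Gmax2.0 from 49406138 to 49408112, had 734 and 1772 FPKM (limma adjusted p = 0.0193). Its zeros in PSL may be failed estimates, since pairs of zeros at such levels fell within a group no more often than by chance. Gm06g240900, a PLATZ transcription factor gene, had 1.30 and 1.10 FPKM in PDL, and Gm19g246600, for an SSXT family protein, had 0.666 and 0.889. The values of Gm09g023000, a peroxidase gene, were 0.0937 and 2.12 in PDL and did not pass, since 1 library held nearly all of the signal. On the PSL side, Gm04g128500, encoding a late embryogenesis abundant protein, had 3.11 and 7.82 FPKM, and Gm07g022900, for a phospholipid N-methyltransferase of phosphatidylcholine synthesis, had 1.73 and 2.72. Gm04g044300 (cytochrome B5 isoform D) was at 1.07 and 0.489 in PSL. A further 4 genes of the PSL side were above 0 in PSL-1 only. Gm04g014000, for a polyol/monosaccharide transporter, had 6.57 and 0 FPKM, and Gm13g068300, without a description, had 94.4 and 0. Of the 21 genes, 14 passed the thresholds (7 higher and 7 lower in PDL), 2 passed at an adjusted p under 0.05 over all loci and 13 when adjusted over the list alone. The paper chose the list on these libraries, so it is not independent evidence of direction.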

The exclusive expression patterns suggest that these genes could have a potential role in plant response to short-term Pi deprivation.

### 2.2. Verification of RNA-Seq Data by qRT-PCR

To validate the reliability of the RNA-seq data, 18 DEGs were randomly selected and investigated by qRT-PCR. The fold changes of these genes under short-term Pi deficiency observed by qRT-PCR were similar to that revealed by RNA-seq (Figure 2), indicating that the RNA-seq data obtained in this study is reliable. However, there were differences between RNA-seq and qRT-PCR results for some genes. For example, the induction of *Gm17g100000* transcripts appeared much stronger when detected by RNA-seq than by qRT-PCR, while the repression of *Gm03145600* transcripts appeared much stronger when detected by qRT-PCR than by RNAseq. These discrepancies may be due to the facts that the samples used for RNA-seq and qRT-PCR were not the same and there would be inevitable differences between different batches of samples and perhaps some primer pairs used in qRT-PCR were not optimal for detecting the target transcripts.

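The genes of Figure 2 cover several functions. Among those shown as induced, Gm05g056000, encoding a YABBY transcription factor of leaf polarity, had 5.60 and 6.81 FPKM in PDL and 3.66 and 1.72 in PSL, a log2 fold change of 1.26 (standard error 0.40, limma adjusted p = 0.537). Gm17g130900, for the calmodulin-binding protein IQ-domain 22, rose with 4.02 and 4.00 in PDL and 0.844 and 1.84 in PSL, a log2 fold change of 1.60 (standard error 0.40, limma adjusted p = 0.511). The UDP-glycosyltransferase gene Gm10g194000 had 2.72 and 4.47 in PDL and 2.12 and 0.742 in PSL and did not pass, with a log2 fold change of 1.39 (standard error 0.57, limma adjusted p = 0.577). Among those shown as repressed, Gm12g162700, for the ethylene response factor ERF domain protein 9, fell with 0.694 and 0.769 in PDL and 2.41 and 2.58 in PSL, a log2 fold change of −1.64 (standard error 0.25, limma adjusted p = 0.456). Gm11g182000 (NAC domain containing protein 90) and Gm02g177800 (MYB-like regulator) fell as well, with log2 fold changes of −1.75 and −1.55 and standard errors of 0.26 and 0.27. Gm16g131200, encoding ferulic acid 5-hydroxylase 1 of lignin synthesis, had 0.811 and 0.127 in PDL and 1.11 and 2.29 in PSL and a log2 fold change of −1.90 (standard error 0.84), which did not pass. Gm01g029300, another YABBY gene, had 1.75 and 0.933 in PDL and 11.4 and 0.875 in PSL, so that its difference rests on PSL-1. The qRT-PCR values of these genes come from other plants and were not analysed here.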

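Gm17g100000 encodes a mini zinc finger protein, a short homeodomain-zinc-finger relative that lacks the DNA-binding homeodomain, and lies on chromosome 17 of Gmax2.0 from 7885242 to 7885482. It had 20.3 and 23.6 FPKM in the PDL libraries and was listed at 0 in both PSL libraries (limma adjusted p = 0.0191), so no fold can be given from the RNA-seq values. Its zeros may be failed estimates, since pairs of zeros fell within 1 group no more often than by chance. They did so at 28% of 75 loci with at least 10.4 FPKM in the other libraries. Gm03g145600 encodes peroxidase 2, a class III peroxidase, and lies on chromosome 3 of Gmax2.0 from 36103397 to 36106875. Its FPKM was 3.47 and 0.441 in PDL and 1.46 and 6.71 in PSL, and the spread within each group was as large as the difference between them, with a log2 fold change of −1.23 (standard error 1.20, limma adjusted p = 0.766).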

### 2.3. Enrichment Analysis of Gene Ontology (GO) Functional Annotation and KEGG Pathways of Differentially Expressed Genes (DEGs)

Half of the DEGs (266/533) can be assigned to 183 GO terms (Table S3). 

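Of the 663 loci past the thresholds in limma, 228 (34.4%) carried a GO term, with 114 among the higher and 114 among the lower loci. Each of 767 terms with at least 5 loci was tested against the 17489 tested loci with a GO term by a one-sided Fisher's exact test. Among the higher loci, response to auxin came first, with 5 of its 88 loci (Fisher's exact test, adjusted p = 0.21). Its members include Gm04g007100 and Gm09g221700, both of the SAUR family of small auxin-responsive proteins, at 7.92 and 2.27 FPKM in PDL and 0.923 and 0 in PSL and at 5.89 and 5.16 in PDL and 0 and 0 in PSL. Among the lower loci, microtubule associated complex came first, with 3 of its 19 loci (Fisher's exact test, adjusted p = 0.186). At the study's unadjusted p of at most 0.05, 21 terms were enriched among the higher and 12 among the lower loci, and 0 terms in either direction had an adjusted p under 0.05. The choice of calls matters here, since the loci marked in the authors' deposited table gave 4 terms with an adjusted p under 0.05 among the higher loci.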

GO enrichment analysis revealed that 29 and 25 GO terms were significantly enriched in the up-regulated DEGs and the down-regulated DEGs, respectively (Tables S6 and S7). 

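Genes of sugar and wall polysaccharide turnover were among the loci that rose in PDL. The GO term carbohydrate metabolic process held 353 tested loci, of which 6 were higher and 2 lower (Fisher's exact test among the higher loci, adjusted p = 1). With the authors' calls in place of limma's, 16 of its loci were higher (Fisher's exact test, adjusted p = 5.42e-06). The higher ones include Gm11g073100 and Gm01g170200, both for beta-galactosidase 3, at 1.87 and 2.27 FPKM in PDL and 0.842 and 0.655 in PSL and at 8.87 and 13.6 in PDL and 6.79 and 2.99 in PSL, and Gm19g223000, for a glycosyl hydrolase, at 111 and 67.2 in PDL and 44.4 and 32.1 in PSL. Cellular glucan metabolic process held 34 loci, of which Gm02g068900 and Gm11g044800 were higher. Both encode xyloglucan endotransglucosylases, which cut and rejoin xyloglucan chains of the wall, and had 3.42 and 3.31 in PDL and 2.16 and 1.13 in PSL, and 27.8 and 15.8 in PDL and 8.65 and 9.79 in PSL. Lipid metabolic process held 135 loci, of which 3 were higher and 1 was lower. The higher ones include Gm19g098500, described as senescence-related gene 3, at 2.53 and 1.24 in PDL and 0.201 and 0.0640 in PSL. The beta-galactosidase, glycosyl hydrolase and xyloglucan endotransglucosylase genes were chosen after their values were seen, and for cellular glucan and lipid metabolic process the adjusted p was also 1.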

For the up-regulated DEGs, carbohydrate metabolic process, cellular glucan metabolic process and lipid metabolic process were the three most significantly enriched GO terms within biological processes; each term contains at least three DEGs (Table S8). For the down-regulated DEGs, dTMP (deoxy-thymidine monophosphate) biosynthetic process, glycine biosynthetic process and nucleotide biosynthetic process were the three most significantly enriched GO terms within biological processes; each term contains at least two DEGs (Table S9). In addition, 15.6% of the DEGs (83/533) can be assigned to 152 KEGG pathways (Table S3). 

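Both thymidylate synthase 1 genes with these terms fell in PDL. The enzyme makes dTMP, a building block of DNA, from dUMP. Gm12g041000, on chromosome 12 of Gmax2.0 from 2988028 to 2993058, had 2.59 and 2.15 FPKM in PDL and 6.13 and 4.43 in PSL, a log2 fold change of −1.11 (standard error 0.24, limma adjusted p = 0.476). Gm11g115200, on chromosome 11 of Gmax2.0 from 8811576 to 8815793, had 0.353 and 0.335 in PDL and 1.00 and 0.864 in PSL, a log2 fold change of −1.21 (standard error 0.43, limma adjusted p = 0.553). The terms dTMP and glycine biosynthetic process each held 4 tested loci, of which these 2 were lower, and nucleotide biosynthetic process held 8 loci with the same pair (Fisher's exact test, adjusted p = 0.251). The genes were chosen after their values were seen, and terms with under 5 loci were not tested.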

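KEGG pathways were assigned to 80 (12.1%) of the 663 loci past the thresholds, 43 higher and 37 lower. Against the 7409 tested loci with a pathway, plant hormone signal transduction came first among the higher loci, with 8 of its 413 loci (Fisher's exact test, adjusted p = 0.605). Its members include Gm02g150800 and Gm03g241700, which encode histidine-containing phosphotransfer proteins of cytokinin signaling, at 2.39 and 2.03 FPKM in PDL and 0.601 and 1.21 in PSL and at 0.828 and 1.03 in PDL and 0 and 0 in PSL, both chosen after their values were seen. The latter was not tested by the authors.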

Eight and 16 KEGG pathways were significantly enriched in the up-regulated DEGs and the down-regulated DEGs, respectively (Table S10). 

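By the study's criterion of an unadjusted p of at most 0.05 in Fisher's exact test, 8 pathways were enriched among the higher and 14 among the lower loci. After adjustment of Fisher's exact test over 310 pathways, 0 remained among the higher loci (smallest adjusted p = 0.605) and 3 among the lower loci (smallest adjusted p = 0.0155).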

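Single genes of surface lipid and membrane lipid pathways rose in PDL. In cutin, suberine and wax biosynthesis 1 of 16 loci was higher, Gm11g185300, on chromosome 11 of Gmax2.0 from 25390112 to 25398355. It encodes a fatty acyl-CoA reductase of the kind that makes wax alcohols and had 32.0 and 20.3 FPKM in PDL and 4.43 and 5.13 in PSL, a log2 fold change of 2.39 (standard error 0.26, limma adjusted p = 0.301). In ether lipid metabolism 1 of 38 loci was higher, a phospholipase D P1 gene, Gm20g238000. In pentose and glucuronate interconversions 1 of 66 loci was higher, Gm05g044000, a pectin lyase-like gene, with 52.3 and 70.3 in PDL and 36.6 and 15.6 in PSL. None of the 3 pathways was lower at any locus, and the adjusted p of each was 1 in Fisher's exact test.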

Ether lipid metabolism, cutin, suberine and wax biosynthesis and pentose and glucuronate interconversions were the three most significantly enriched KEGG pathways in the up-regulated DEGs; each contains two to three DEGs. Drug metabolism-cytochrome P450, chemical carcinogenesis and metabolism of xenobiotics by cytochrome P450 were the three most significantly enriched KEGG pathways in the down-regulated DEGs; each contains three to four DEGs.

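The same 4 loci, all lower in PDL, make up these 3 pathways in limma. Gm07g139700 and Gm07g140000 encode tau class glutathione S-transferases, which join glutathione to toxic compounds, and lie next to each other on chromosome 7, from 16581278 to 16582344 and from 16595971 to 16596791. They had 0.486 and 0.533 FPKM in PDL and 1.34 and 1.45 in PSL, and 0.462 and 0.127 in PDL and 1.17 and 1.54 in PSL. Gm14g042000 and Gm14g042200 encode zinc-binding alcohol dehydrogenases on chromosome 14. They had 0.748 and 0.493 in PDL and 1.42 and 1.28 in PSL, and 0 and 0 in PDL and 3.67 and 6.37 in PSL, and the authors did not test the latter. Drug metabolism - cytochrome P450 held 55 tested loci, chemical carcinogenesis 49 and metabolism of xenobiotics 52, and in each these 4 were lower and 1 was higher (Fisher's exact test, adjusted p = 0.0155 for each). Both glutathione S-transferase genes lost their call with a pseudocount of 1, so this enrichment rests on few loci at low FPKM. With the authors' calls the adjusted p of Fisher's exact test was 0.0372 for drug metabolism and 0.188 for each of the other 2 pathways. None of the 4 loci encodes a cytochrome P450, and of the 152 loci described as such 0 were higher and 1 was lower (limma camera adjusted p = 0.729). The first 3 genes named were chosen after their values were seen.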

### 2.4. Genes Potentially Involved in Pi Signaling and Utilization Are Induced by Short-Term Pi Deprivation in Soybean Leaves

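Of the 21 tested loci described as SPX or EXS proteins, which sense or move Pi, 5 rose and none fell in PDL, and 4 passed when adjusted over the list alone. The list as a whole had a median log2 fold change of 0.14 (camera adjusted p = 0.0536, and 0.437 with an estimated correlation), and one of −0.04 with no filter. Of 45 loci for the replacement of phospholipids (sulfolipid and galactolipid synthesis, phospholipases and glycerophosphodiesterases), 4 rose and none fell, with a median of 0.13 (camera adjusted p = 0.0127, and 0.463 with an estimated correlation). This list's camera call in limma was lost without PDL-1, without PSL-2 (largest adjusted p = 0.0966) and with a filter at a mean FPKM of 1 (adjusted p = 0.123). A sulfolipid synthase gene outside Table 2, Gm01g113000 (SQD2), on chromosome 1 of Gmax2.0 from 38674616 to 38680047, had 47.5 and 34.0 FPKM in PDL and 15.3 and 15.3 in PSL, a log2 fold change of 1.39 (standard error 0.19, limma adjusted p = 0.438). Of 68 acid phosphatase loci 2 rose and none fell (median 0.05, limma camera adjusted p = 0.273). Of 24 Pi transporter loci none passed the thresholds (median 0.05, limma camera adjusted p = 0.797), although 2 had an adjusted p under 0.05 when adjusted over the list alone. The Pi transporter 1;7 genes Gm10g186500 and Gm20g204000 had 28.8 and 27.4 in PDL and 51.8 and 44.0 in PSL, and 38.0 and 36.4 in PDL and 55.8 and 58.7 in PSL, with log2 fold changes of −0.76 (standard error 0.13) and −0.62 (standard error 0.10).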

In this study, at least 13 classical Pi-responsive genes that are potentially involved in Pi signaling and utilization were found to have changed expression in response to short-term Pi deprivation (Table 2). These genes included five genes encoding SPX domain-containing proteins, two purple acid phosphatase (*PAP*) genes, three phospholipase genes, one glycerol-3-phosphate permease (*G3Pp*) gene, one sulfolipid sulfoquinovosyldiacylglycerol (*SQD*) gene and one gene encoding subfamily IIIB acid phosphatase (*Gm16g220900*). All of these genes were significantly up-regulated by Pi deprivation, with the exception that *Gm16g220900*—which potentially encodes a class IIIB acid phosphatase—was repressed.

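The 13 genes of Table 2 sense or export Pi, release it from organic compounds or replace phospholipids. Of these, 10 rose and none fell after 24 h without Pi. In all 13 the PDL and PSL libraries did not overlap, as in 463 of the authors' 534 calls. Choosing genes on these libraries favors such a gap. Gm03g078300, a sulfolipid synthase gene (SQD2) on chromosome 3 of Gmax2.0 from 19629059 to 19634356, had the largest difference, with 2.00 and 1.12 FPKM in PDL and 0.125 and 0.0531 in PSL, a log2 fold change of 3.11 (standard error 0.60, limma adjusted p = 0.471). The SPX domain gene Gm04g147600 had 3.10 and 2.21 in PDL and 0.340 and 0.435 in PSL, a log2 fold change of 2.48 (standard error 0.34, limma adjusted p = 0.438), and the more abundant Gm17g114700 had 22.2 and 17.2 in PDL and 7.61 and 7.35 in PSL, a log2 fold change of 1.37 (standard error 0.17, limma adjusted p = 0.359). Gm02g130200 and Gm01g091800, EXS family genes related to the Pi exporter PHO1, had log2 fold changes of 1.69 (standard error 0.49) and 1.59 (standard error 0.53). The purple acid phosphatase genes Gm08g056400 (PAP17) and Gm19g026600 (PAP23) had 8.62 ± 5.41 (mean ± SD) in PDL against 1.55 and 1.09 in PSL, and 2.82 and 2.13 in PDL and 0.922 and 1.08 in PSL. Gm20g238000 (phospholipase D P1) had 1.49 and 1.03 in PDL and 0.338 and 0.334 in PSL, and Gm09g223700, phosphate starvation-induced gene 3, had 37.4 and 26.6 in PDL and 13.3 and 17.3 in PSL. The remaining SPX domain gene, Gm06g069000, had 2.38 and 2.56 in PDL and 0.914 and 0.788 in PSL. Values of Gm08g194100 (phospholipase D alpha 4), Gm01g002400 (phospholipase A2) and Gm16g220900 (class IIIB acid phosphatase) did not pass in limma. They were 0.867 and 0.454 in PDL and 0.370 and 0.177 in PSL, 10.5 and 17.0 in PDL and 6.47 and 6.93 in PSL, and 3.24 and 0.952 in PDL and 3.84 and 5.14 in PSL. In limma none of the 13 had an adjusted p under 0.05 over all loci, and 11 did when adjusted over the list alone. The authors' Cuffdiff q was under 0.05 for Gm08g056400, Gm17g114700 and Gm09g223700 (0.00762 each) and for Gm20g238000 (0.0132), and not for the other genes of the table. The paper chose these genes on the same libraries, so this is not independent evidence of direction, and without PSL-1 only 6 of them passed.

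**Figure D1:**
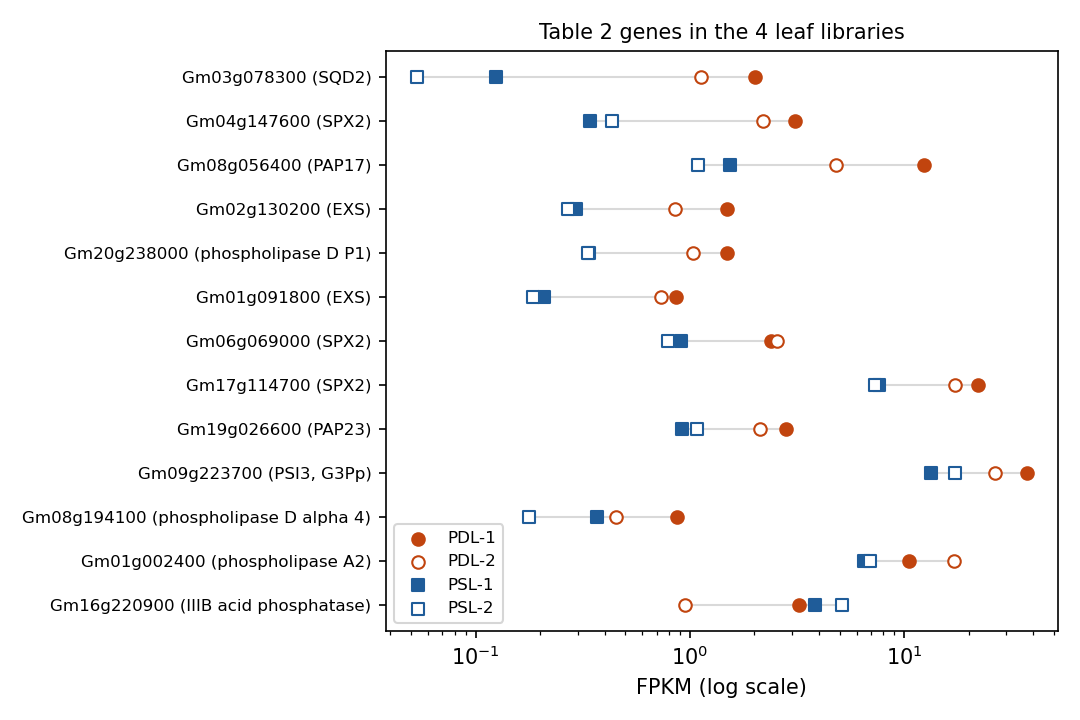
FPKM of the 13 genes of Table 2 in each library, on a log axis. Each row is a gene, ordered by log2 fold change, with filled and open circles for PDL-1 and PDL-2 and filled and open squares for PSL-1 and PSL-2. The circles of 12 genes lie to the right of the squares, and those of Gm16g220900 lie to the left.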

SPX-containing proteins can be classified into four sub-families based on the presence of additional domains in their structure, namely the SPX, SPX-EXS, SPX-MFS and SPX-RING families. They are conserved in higher plants and are essential for Pi signaling and utilization [4,37,38]. Previously, nine SPX proteins and 14 SPX-EXS proteins have been identified in the soybean genome [39,40]. Here, an additional six *SPX-MFS* genes and four *SPX-RING* genes were identified in the soybean genome based on homology searches using Arabidopsis counterparts (AtPHT5;1 and AtNLA1) (Tables S11 and S12). Alignments with the sequences of SPX-MFS proteins and SPX-RING proteins were performed by ClustalW (Figures S3 and S4), suggesting that the SPX, MFS and RING domains are conserved among these proteins. Phylogenetic analysis indicated that soybean SPX-containing proteins are closely related to their homologs in Arabidopsis and rice (Figure 3), suggesting their conserved functions in land plants.

### 2.5. Expression of Genes Potentially Involved in Transportation of Water, Sugars and Mineral Nutrients Is Altered by Short-Term Pi Deprivation

Twenty-seven transporter genes were found to be differentially expressed in Pi-deprived soybean leaves (Table 3). Among them, several genes potentially involved in transportation of water; sugar; sulfate; and copper were up-regulated, while three genes potentially involved in zinc/iron transport were down-regulated by short-term Pi deprivation. In addition, one nitrate transporter gene (*Gm18g127200*) and one malate transporter gene (*Gm11g179100*) were down-regulated by Pi deprivation. 

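Of the 27 transporter genes of Table 3, 10 were higher and 7 lower in PDL in limma, and 10 did not pass. Gm11g106300, a major facilitator gene on chromosome 11 of Gmax2.0 from 8091511 to 8095923, rose with 60.3 and 59.2 FPKM in PDL and 20.4 and 18.5 in PSL, a log2 fold change of 1.61 (standard error 0.11). Gm04g027800, for Walls Are Thin 1, a vacuolar auxin transporter that affects secondary walls, had 0.989 and 1.73 in PDL and 0.547 and 0.176 in PSL. Gm07g094000 (ATP-binding cassette A2) fell with 0.389 and 0.378 in PDL and 2.28 and 3.38 in PSL, a log2 fold change of −2.57 (standard error 0.34, limma adjusted p = 0.394), and Gm08g101500 (multidrug resistance-associated protein 3) with 1.05 and 0.761 in PDL and 2.50 and 1.78 in PSL. Gm07g081000, a merged locus with an ABC transporter gene, had 2.40 and 37.9 in PDL and 4.45 and 3.58 in PSL, so that its difference rests on PDL-2. In limma none of the 27 had an adjusted p under 0.05 over all loci, and 16 did when adjusted over the list alone, which the paper chose on these libraries and which is not independent evidence of direction. Without PDL-1 10 genes passed, and without PDL-2 11.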

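All 3 aquaporin genes of Table 3 rose. Gm15g018100, for a tonoplast water channel on chromosome 15 of Gmax2.0 from 1392952 to 1395059, had 76.6 and 66.7 FPKM in PDL and 30.9 and 37.8 in PSL, a log2 fold change of 1.06 (standard error 0.15, limma adjusted p = 0.438), and the plasma membrane channels Gm08g015300 and Gm05g208700 had 9.69 and 7.52 in PDL and 2.94 and 4.11 in PSL, and 15.1 and 15.4 in PDL and 8.61 and 4.41 in PSL. Of all 43 aquaporin loci tested, 3 rose and none fell, with a median log2 fold change of 0.20 (camera adjusted p = 0.00408, and 0.437 with an estimated correlation). The list did not pass after quantile normalization (limma camera adjusted p = 0.0530). Of the sugar transporters, Gm15g105900 and Gm13g206700, which move glucose-6-phosphate into plastids in exchange for Pi, had 1.27 and 1.81 in PDL and 0.631 and 0.320 in PSL, and 7.99 and 4.54 in PDL and 2.22 and 3.31 in PSL, and Gm11g226200, a nucleotide-sugar transporter gene, had 148 and 127 in PDL and 67.8 and 66.4 in PSL. Gm08g009900, of the MTN3 (SWEET) family, had 2.31 and 3.34 in PDL and 39.4 and 0.387 in PSL, its high value resting on PSL-1. The 96 sugar transporter loci as a list had 3 higher, none lower and a camera adjusted p of 0.541. The genes for sulfate transporter 3;4 (Gm15g014000, 1.57 and 1.71 in PDL and 0.931 and 0.643 in PSL) and a sulfite exporter (Gm01g175200, 3.31 and 0.803 in PDL and 1.02 and 0.523 in PSL) did not pass. Of 44 loci of sulfate uptake and assimilation none passed, yet their median log2 fold change was 0.19 (camera adjusted p = 0.0328, and 0.697 with an estimated correlation). That call was lost without PDL-1, without PSL-1, after quantile normalization and with no filter. Since K2SO4 took the place of KH2PO4 in the Pi-deprived solution, Pi and sulfate supply cannot be told apart for this list. Of the copper chaperone genes, Gm14g072100, a merged locus, rose with 8.06 and 4.62 in PDL and 2.13 and 2.29 in PSL. Gm08g180500 and Gm15g051900 had 2.17 and 5.88 in PDL and 1.62 and 0 in PSL, and 18.9 and 33.7 in PDL and 18.8 and 7.38 in PSL, and the 95 loci of this family had 1 higher, 2 lower and a camera adjusted p of 0.72. All 3 zinc or iron uptake genes fell. Gm13g004400 (zinc transporter 5), Gm20g063100 (zinc transporter 1) and Gm06g052000 (iron regulated transporter 3) had log2 fold changes of −2.50 (standard error 0.52), −2.33 (0.38) and −1.19 (0.20), while Gm16g168200, for a vacuolar iron transporter, rose by 1.74 (0.39). The 54 zinc and iron transport loci together had 1 higher, 3 lower and a camera adjusted p of 0.662.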

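Gm18g127200, encoding nitrate transporter 1.7, which loads nitrate into the phloem of leaves, lies on chromosome 18 of Gmax2.0 from 16897667 to 16903423 and fell, with 1.05 and 0.981 FPKM in PDL and 2.52 and 3.28 in PSL, a log2 fold change of −1.42 (standard error 0.25, limma adjusted p = 0.470). Gm11g179100, encoding an aluminum-activated malate transporter, lies on chromosome 11 of Gmax2.0 from 24433964 to 24436702. Its FPKM was 2.05 and 0 in PSL-1 and PSL-2 and 0 and 0 in the PDL libraries, so that its difference rests on PSL-1 and did not pass in limma. Among 31 loci of nitrate uptake and reduction 1 rose and 1 fell, 22 had a log2 fold change above 0, and the median was 0.39 (camera adjusted p = 0.00119, and 0.437 with an estimated correlation), with 5 loci passing when adjusted over the list alone. The median was 0.22 with a pseudocount of 1 and 0.17 with a filter at a mean FPKM of 1 (limma camera adjusted p = 0.0081). The nitrate reductase 1 gene Gm14g165000 rose with 14.1 and 19.6 in PDL and 4.47 and 2.18 in PSL, a log2 fold change of 2.37 (standard error 0.40, limma adjusted p = 0.470). Gm13g084000, the more abundant nitrate reductase 1 gene, had 671 and 685 in PDL and 339 and 348 in PSL, and Gm02g132100, for nitrite reductase 1, had 199 and 214 in PDL and 109 and 102 in PSL. Their log2 fold changes of 0.98 (standard error 0.10) and 0.97 (0.11) lay just under the threshold.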

The responsiveness of these transporter genes suggested that transport and allocation of water, sugars and nutrients are quickly altered by Pi deprivation in order to adapt to the stressed condition.

### 2.6. Genes Linked to Ca^2+^ and Hormonal Signaling are Regulated by Short-Term Pi Stress

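Calcium-related genes of Table 4 went in both directions, with 2 higher, 3 lower and 5 of 10 not passing. Gm09g225300, for the calmodulin-binding protein IQ-domain 11, rose with 0.830 and 1.10 FPKM in PDL and 0.373 and 0.286 in PSL, a log2 fold change of 1.31 (standard error 0.45, limma adjusted p = 0.550), as did the gene for IQ-domain 22 (Gm17g130900). Gm18g230800, for a C2 calcium and lipid-binding protein, fell with 1.09 and 0.887 in PDL and 2.24 and 2.72 in PSL, Gm09g236800, for an EF-hand protein, with 9.79 and 5.84 in PDL and 13.3 and 17.8 in PSL, and Gm14g000100, a merged locus with a glutamate receptor gene, with 1.42 and 1.48 in PDL and 8.96 and 2.74 in PSL. The values of the cation exchanger gene Gm02g226500 were 1.83 and 0.323 in PDL and 0.0886 and 0.340 in PSL, and those of Gm07g203700 (glutamate receptor 2.7) were 1.71 and 1.17 in PDL and 2.53 and 3.30 in PSL. Gm17g090400, for calcium-dependent protein kinase 6, had 7.34 and 0.322 in PDL and 0 and 0 in PSL, so that its signal rests on PDL-1. Of all 448 calcium signaling loci tested, 5 rose and 7 fell (median log2 fold change −0.05, limma camera adjusted p = 0.192). The list's largest rise and fall were those of Gm08g262200 (calcineurin B subunit-related, 4.94 and 1.44 in PDL and 0 and 0 in PSL) and Gm11g127500 (EF-hand protein, 0 and 0 in PDL and 1.58 and 1.15 in PSL), neither tested by the authors. In limma none of the 10 had an adjusted p under 0.05 over all loci or over the list alone.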

At least 10 genes differentially expressed in Pi-deprived soybean leaves were putatively linked to Ca^2+^ signaling (Table 4). In addition, at least 15 DEGs are potentially involved in the transport and signaling of diverse hormones, including auxin, cytokinin, gibberellin (GA), brassinosteroids (BRs), jasmonate and ethylene (Table 4). Among these genes, DEGs related to GA, BR and jasmonate signaling were all up-regulated by Pi deficiency. 

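Of the hormone genes of Table 4, those for gibberellin and jasmonate that passed rose, a cytokinin response regulator gene rose, an ethylene receptor gene fell, and auxin genes were divided. Gm16g115500, for an auxin efflux carrier, rose with 2.59 and 2.34 FPKM in PDL and 1.39 and 0.748 in PSL, a log2 fold change of 1.19 (standard error 0.36, limma adjusted p = 0.527), and Gm19g168500, for the AUX/IAA repressor auxin-induced protein 13, fell with 0.333 and 0.635 in PDL and 1.97 and 1.15 in PSL. Gm19g161100, for the AUX/IAA protein 14, had 9.69 and 9.88 in PDL and 46.1 and 4.75 in PSL, its difference resting on PSL-1, and Gm03g113600, for another efflux carrier, had 0 and 0 in PDL and 1.65 and 0 in PSL, also resting on PSL-1. Gm04g247800, for a cytokinin response regulator, rose with 2.94 and 3.21 in PDL and 0.557 and 1.31 in PSL, and Gm10g008500, a histidine kinase gene annotated as an ethylene receptor in Table 4, fell with 2.82 and 1.62 in PDL and 3.88 and 5.88 in PSL. Auxin response genes beyond the table also went both ways, with 6 of 156 loci higher and 4 lower (limma camera adjusted p = 0.422). The SAUR genes Gm10g056300 and Gm06g007100 were listed at 0 in both PDL libraries and had 2.74 and 2.69 FPKM and 1.82 and 1.33 in PSL, and the authors did not test them. Of 32 cytokinin response regulators 1 rose and none fell (limma camera adjusted p = 0.45), and of 51 loci described as jasmonate, allene oxide or lipoxygenase genes, which leave out the TIFY gene of Table 4, none passed (camera adjusted p = 0.72). Over the whole of Table 4, 13 of 25 genes passed in limma, none at an adjusted p under 0.05 over all loci and 4 when adjusted over the list alone, which the paper chose on these libraries and which is not independent evidence of direction. Without PDL-2 5 genes passed, and without PSL-2 8.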

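Gibberellin-regulated proteins are small cysteine-rich peptides of the GAST1 family, and several were abundant in these leaves. Gm06g044400, on chromosome 6 of Gmax2.0 from 3381874 to 3382877, had 611 and 295 FPKM in PDL and 99.2 and 87.8 in PSL, a log2 fold change of 2.19 (standard error 0.38, limma adjusted p = 0.470), and Gm06g185300 had 70.6 and 57.4 in PDL and 20.3 and 8.82 in PSL, a log2 fold change of 2.24 (standard error 0.43, limma adjusted p = 0.471). Gm06g193800 rose with 126 and 234 in PDL and 89.5 and 55.8 in PSL. Gm05g034500 and Gm17g092800 had 11.8 and 26.5 in PDL and 12.3 and 0.933 in PSL, and 11.6 and 22.2 in PDL and 13.0 and 2.75 in PSL, and did not pass. Gm15g002200, encoding GA requiring 3, an ent-kaurene oxidase of gibberellin synthesis, had 4.22 and 5.01 in PDL and 2.13 and 2.49 in PSL and a log2 fold change of 0.96 (standard error 0.19), just under the threshold. In all 20 tested loci of the family, 5 rose and none fell, with a median log2 fold change of 1.25 (camera adjusted p = 0.000779, and 0.437 with an estimated correlation). The median was 0.61 without PSL-2 (limma camera adjusted p = 0.0492) and 1.92 without PSL-1. The jasmonate gene of the table, Gm01g204400, for a TIFY (JAZ) repressor, rose with 4.14 and 4.61 in PDL and 2.35 and 1.04 in PSL, a log2 fold change of 1.42 (standard error 0.42, limma adjusted p = 0.527).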

The expressional changes of these hormone-related genes suggested that short-term Pi deficiency could affect hormone synthesis, transport and sensitivity.

### 2.7. Diverse Transcription Factor Family Genes Are Responsive to Short-Term Pi Deprivation in Soybean Leaves

Here, expression of at least 31 transcription factor genes was affected by short-term Pi deprivation in soybean leaves; among them, 14 were up-regulated and 17 were down-regulated (Table 5). 

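Of the 30 genes listed in Table 5, 6 were higher and 9 lower in PDL in limma, and 15 did not pass. Gm20g186500, a MYB-like gene on chromosome 20 of Gmax2.0 from 42518451 to 42521391, rose with 13.0 and 10.7 FPKM in PDL and 4.94 and 3.59 in PSL, a log2 fold change of 1.46 (standard error 0.22, limma adjusted p = 0.456), and Gm07g012100, for DOF zinc finger protein 1, with 7.53 and 11.5 in PDL and 3.64 and 3.96 in PSL. Gm12g037200, a merged locus with a B-box zinc finger gene, rose with 8.79 and 3.98 in PDL and 2.57 and 2.28 in PSL, whereas the B-box genes Gm10g021400 and Gm02g152900 fell with 0.463 and 0.222 in PDL and 1.49 and 1.37 in PSL, and 1.03 and 0.826 in PDL and 2.51 and 1.94 in PSL. Gm01g041700, for the HD-ZIP protein homeobox 1, fell with 1.17 and 0.869 in PDL and 3.28 and 2.39 in PSL. Gm07g227200 (WRKY DNA-binding protein 3) had 6.68 and 5.27 in PDL and 10.5 and 13.4 in PSL and a log2 fold change of −0.99 (standard error 0.20), just short of the threshold. Of 119 WRKY loci 1 rose and 1 fell, yet their median log2 fold change was −0.23 (camera adjusted p = 0.00034, and 0.569 with an estimated correlation). The WRKY call was lost without PDL-2 (median −0.09, limma camera adjusted p = 0.13) and without PSL-2 (median −0.18). In limma none of the 30 genes had an adjusted p under 0.05 over all loci, and 13 did when adjusted over the list alone, which the paper chose on these libraries and which is not independent evidence of direction. Without PDL-2 9 genes passed.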

Several transcription factors are also potentially involved in hormonal signaling. For example, *Gm14g127400* encoding a BES1/BZR1 homolog protein is potentially involved in BR signaling and *Gm05g144500* encoding an RR protein is potentially involved in cytokinin signaling (Table 4). These differentially expressed transcription factors belong to diverse families, such as MYB, WRKY, NAC (NAM, ATAF, and CUC), ERF (ethylene response factor), bHLH (basic helix-loop-helix), TCP, bZIP (basic leucine zipper domain), HD-ZIP (homeodomain leucine zipper), YABBY and zinc finger proteins (ZFPs) of various types (C2H2, C3H, B-box, DOF and HD). 

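Gm14g127400 is part of a merged locus, described as an Argonaute family protein and a pyruvate dehydrogenase kinase, on chromosome 14 of Gmax2.0 from 20399825 to 20406095, and its FPKM of 0.387 and 2.03 in PDL and 0.204 and 0.239 in PSL is that of the whole locus. PDL-2 alone stood well above the other libraries, and a log2 fold change of 1.67 (standard error 0.88, limma adjusted p = 0.648) did not pass. Gm05g144500 encodes response regulator 11, which belongs to the transcription factors of cytokinin signaling, and lies on chromosome 5 of Gmax2.0 from 33835763 to 33840764. Its FPKM was 0.430 and 0.387 in PDL and 0.527 and 1.27 in PSL, with a log2 fold change of −0.87 (standard error 0.57, limma adjusted p = 0.699), and did not pass.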

MYB/MYB-like, bHLH, C2H2 ZFP and YABBY were the most abundant transcription factor families differentially expressed; each of them contained at least three DEGs. 

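Members of the MYB and bHLH families went in both directions. Of 159 MYB loci 1 rose and 2 fell (limma camera adjusted p = 0.232). Gm03g221700 (MYB domain protein 2) fell with 0.908 and 1.70 FPKM in PDL and 2.92 and 4.04 in PSL, and Gm13g061900 (MYB domain protein 16) had 1.10 and 1.19 in PDL and 0.263 and 0.718 in PSL. Of 13 YABBY loci 1 rose and none fell (limma camera adjusted p = 0.72). Gm04g094800, a YABBY gene, was at 0 and 0 in PDL and 2.34 and 0.0783 in PSL, its difference resting on PSL-1, and Gm17g138200, an abundant YABBY gene, had 28.2 and 29.5 in PDL and 20.2 and 18.7 in PSL. Values of 3 C2H2 zinc finger genes of Table 5 did not pass. Gm18g042300 (zinc finger protein 4) had 2.92 and 1.81 in PDL and 0.465 and 1.38 in PSL, Gm17g257700 had 1.01 and 1.82 in PDL and 0.625 and 0 in PSL, and Gm13g203700 had 0.0892 and 0.162 in PDL and 1.97 and 0.0990 in PSL, where PSL-1 stands apart.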

Interestingly, four DEGs encoding bHLH transcription factors were all up-regulated, whereas two genes encoding TCP transcription factors were all repressed by Pi deprivation.

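The bHLH genes Gm16g017700 and Gm01g133500 rose. Gm16g017700, on chromosome 16 of Gmax2.0 from 1577265 to 1579556, had 4.60 and 5.08 FPKM in PDL and 1.88 and 1.21 in PSL, a log2 fold change of 1.62 (standard error 0.27, limma adjusted p = 0.470), and Gm01g133500 had 6.58 and 6.79 in PDL and 3.96 and 2.60 in PSL, a log2 fold change of 1.04 (standard error 0.24, limma adjusted p = 0.499). Gm08g215400 and Gm11g117100, also bHLH genes of Table 5, had 0.848 and 2.30 in PDL and 0.163 and 0.631 in PSL, and 5.12 and 8.06 in PDL and 4.35 and 2.27 in PSL, and did not pass. Gm02g217800, described as beta HLH protein 93, fell with 4.77 and 3.15 in PDL and 9.82 and 10.8 in PSL, a log2 fold change of −1.38 (standard error 0.24, limma adjusted p = 0.470). Of all 157 bHLH loci of the list 2 rose and 1 fell, with a median log2 fold change of 0.06 (camera adjusted p = 0.061, and 0.437 with an estimated correlation). The one that fell is Gm19g144200, a merged locus with 21.6 and 19.9 in PDL and 31.9 and 57.0 in PSL. The TCP gene Gm13g047400, on chromosome 13 of Gmax2.0 from 14255732 to 14257898, fell with 0.433 and 0.170 in PDL and 0.840 and 1.33 in PSL, a log2 fold change of −1.61 (standard error 0.58, limma adjusted p = 0.559), and Gm08g256400 had 2.15 and 0.713 in PDL and 2.50 and 4.71 in PSL and did not pass. TCP factors regulate cell division and leaf shape. Of 42 TCP loci none rose and 2 fell (limma camera adjusted p = 0.662), the other being Gm18g280700 with 1.98 and 1.03 in PDL and 2.86 and 3.11 in PSL.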

### 2.8. Short-Term Pi Deprivation Modifies the Expression of Genes Encoding Diverse Protein Kinases and Phosphatases

In this study, at least 31 protein kinase genes and nine phosphatase genes (including three acid phosphatase genes listed in Table 2) were found to be responsive to short-term Pi deprivation (Figure 4). These DEGs potentially encode protein kinases of diverse families. In addition, most of the DEGs encoding potential phosphatases were up-regulated by Pi deprivation. However, a gene encoding phosphoinositide phosphatase (*Gm10g060600*) and a PP2C gene (*Gm11g050900*) were repressed by Pi deprivation, suggesting their differential roles in Pi-deprivation response.

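Of 1533 loci described as kinases, 6 rose and 14 fell, and the median log2 fold change was −0.07 (camera adjusted p = 0.0298, and 0.437 with an estimated correlation). The kinase call was lost in limma without PDL-2, without PSL-1 and without PSL-2 (largest camera adjusted p = 0.158), with no filter and after quantile normalization. Gm01g082700, a merged locus, fell with 2.20 and 2.03 FPKM in PDL and 9.18 and 9.20 in PSL, a log2 fold change of −2.07 (standard error 0.14, limma adjusted p = 0.104). Receptor kinase genes that fell include Gm11g207500 (cysteine-rich RLK) with 37.5 and 32.9 in PDL and 76.5 and 72.3 in PSL, Gm18g237900 (cysteine-rich RLK) with 23.9 and 14.9 in PDL and 33.0 and 50.4 in PSL, and Gm16g064200 (leucine-rich repeat) with 13.5 and 10.9 in PDL and 23.1 and 26.0 in PSL. Gm15g197300, for CBL-interacting protein kinase 23, which activates potassium and nitrate transporters, was listed at 0 in both PDL libraries and had 0.756 and 0.666 FPKM in PSL. In the other direction, Gm20g222600, for phosphoenolpyruvate carboxylase kinase 1, which switches on carbon fixation into organic acids, lies on chromosome 20 of Gmax2.0 from 45733633 to 45734954 and rose with 186 and 176 in PDL and 92.4 and 75.3 in PSL, a log2 fold change of 1.12 (standard error 0.14, limma adjusted p = 0.373). Gm06g081800, another protein kinase gene, rose with 15.1 and 15.3 in PDL and 6.57 and 5.87 in PSL, Gm17g251900 (pfkB-like carbohydrate kinase) with 4.14 ± 0.934 (mean ± SD) in PDL and 2.15 and 1.48 in PSL, and Gm15g176800 (GSK3/SHAGGY-like kinase 1) with 2.86 and 2.50 in PDL and 1.47 and 1.01 in PSL. For Gm18g278200 (NSP-interacting kinase 1) and Gm11g095600 (hexokinase-like 1), shown as induced in Figure 4, the log2 fold changes of 1.00 (standard error 0.35) and 0.99 (0.29) did not reach the threshold.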

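Gm02g267900, for a phosphotyrosine protein phosphatase, rose, with 134 and 85.5 FPKM in PDL and 27.0 and 25.7 in PSL on chromosome 2 of Gmax2.0 from 45247825 to 45251584, a log2 fold change of 2.02 (standard error 0.24, limma adjusted p = 0.349). Gm08g195100, for a pyridoxal phosphate phosphatase-related protein, had 12.1 and 7.58 in PDL and 1.67 and 2.40 in PSL, a log2 fold change of 2.20 (standard error 0.32, limma adjusted p = 0.438). Its neighbor Gm08g195000, with the same description and chosen after its values were seen, had 0.616 and 0.797 in PDL and 0 and 0 in PSL and was not tested by the authors. Gm09g011100, for an inositol monophosphatase, which releases Pi from inositol phosphate, rose with 52.5 and 39.6 in PDL and 19.9 and 17.5 in PSL, a log2 fold change of 1.28 (standard error 0.18, limma adjusted p = 0.438). Gm11g065900, a protein phosphatase 2C gene, had 3.46 and 0.690 in PDL and 1.19 and 0.264 in PSL and did not pass.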

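Gm11g050900, a protein phosphatase 2C gene on chromosome 11 of Gmax2.0 from 3801096 to 3805088, fell with 8.26 and 7.03 FPKM in PDL and 15.5 and 16.5 in PSL, a log2 fold change of −1.06 (standard error 0.14, limma adjusted p = 0.416). Of 115 loci for type 2C protein phosphatases none rose and 2 fell (limma camera adjusted p = 0.217). The other is Gm19g230600 with 0.587 and 0.557 in PDL and 1.40 and 1.17 in PSL. Gm10g060600 is part of a merged locus that starts with Gm10g060500, on chromosome 10 of Gmax2.0 from 5627150 to 5630490, for a phosphoinositide phosphatase. The locus had 2.27 and 1.06 in PDL and 1.60 and 32.5 in PSL, so that its difference rests on PSL-2, and a log2 fold change of −2.17 (standard error 1.51, limma adjusted p = 0.711) did not pass.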

### 2.9. The Expression of Genes Associated with Metabolism Is Affected by Short-Term Pi Deprivation in Soybean Leaves

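Loci with a KEGG metabolism pathway were taken for this comparison, since the MapMan bins of the study were not used here. Of 3234 such loci tested, 24 were higher and 16 lower in PDL, so that 60% of those that passed in limma were higher. In the authors' deposited table, 36 of these loci are marked as higher and 19 as lower (65.5% higher). Gm13g087800, for a phosphoglycerate mutase family protein, is among the higher ones with 8.82 and 11.2 FPKM in PDL and 5.59 and 2.90 in PSL, a log2 fold change of 1.28 (standard error 0.36, limma adjusted p = 0.524), and Gm04g240800, for alcohol dehydrogenase 1, which works in fermentation, among the lower ones with 3.16 and 2.34 in PDL and 4.45 and 7.61 in PSL, a log2 fold change of −1.07 (standard error 0.33, limma adjusted p = 0.533). Both genes were chosen after their values were seen.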

At least 77 DEGs were found to be associated with metabolism and the majority of them (72.7%) were up-regulated by short-term Pi deprivation (Figure 5, Table S13). 

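Of 386 tested loci with a KEGG lipid pathway, 7 were higher and 4 lower in PDL. Gm08g218900, for a phospholipid N-methyltransferase of phosphatidylcholine synthesis, rose with 4.21 and 2.49 FPKM in PDL and 0.568 and 0.749 in PSL, a log2 fold change of 2.15 (standard error 0.36, limma adjusted p = 0.470). Gm05g151200, for an AMP-dependent synthetase that activates fatty acids, had 1.92 and 1.94 in PDL and 1.17 and 0.620 in PSL, Gm03g009800, for an acyl-CoA thioesterase, had 0.720 and 1.05 in PDL and 0.151 and 0.321 in PSL, and Gm15g072800, for a fatty acid desaturase family protein, had 3.04 and 2.96 in PDL and 1.24 and 1.70 in PSL. These 4 genes were chosen after their values were seen, and both SQD2 genes and the phospholipase D P1 gene make up the rest of the 7. Of 154 loci for lipid transfer proteins, GDSL lipases and wax synthesis, markers of the epidermis and its cuticle, 7 rose and 1 fell, with a median log2 fold change of 0.20 (camera adjusted p = 0.00208, and 0.437 with an estimated correlation). The cuticle list did not pass camera in limma without PDL-2 and without PSL-2 (largest adjusted p = 0.0966), and its median was 0.32 without PSL-1. Gm14g115500, for an abundant lipid-transfer protein, had 294 and 467 in PDL and 169.9 and 68.8 in PSL, and Gm03g252700, a GDSL lipase gene, had 0.809 and 2.27 in PDL and 0.372 and 0.239 in PSL.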

Of the 15 DEGs potentially involved in lipid metabolism (including glycolipid synthesis, sulfolipid synthesis, fatty acid synthesis and elongation and lipid degradation), most were up-regulated under Pi deprivation. 

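Of 54 tested loci for pectin lyases, pectate lyases and polygalacturonases, which cut the pectin of the cell wall, 3 rose and none fell, and 39 had a log2 fold change above 0. The list's median was 0.34 (camera adjusted p = 0.000163, and 0.437 with an estimated correlation), and 0.19 without PDL-2. Gm09g021100, on chromosome 9 of Gmax2.0 from 1663320 to 1674172, had 22.2 and 17.7 FPKM in PDL and 8.87 and 6.76 in PSL, a log2 fold change of 1.34 (standard error 0.21, limma adjusted p = 0.470), and Gm18g116400 had 6.23 and 9.65 in PDL and 3.62 and 2.10 in PSL, a log2 fold change of 1.46 (standard error 0.36, limma adjusted p = 0.511). Gm07g244200 had 5.72 and 5.19 in PDL and 3.03 and 2.41 in PSL, with a log2 fold change of 0.99 (standard error 0.19) just under the threshold. Markers of xylem and secondary walls, 70 loci, moved in the same direction, with 4 higher, 1 lower and a median log2 fold change of 0.17 (camera adjusted p = 0.00477, and 0.677 with an estimated correlation), a call that was lost without PDL-1 (median 0.06, adjusted p = 0.834) and with no filter, while the median was 0.45 without PDL-2. Of these, Gm09g267700, for a fasciclin-like arabinogalactan protein, had 6.98 and 8.81 in PDL and 3.47 and 3.19 in PSL, and Gm04g014700, for xylem cysteine peptidase 2, had 2.00 and 1.62 in PDL and 0.768 and 0.687 in PSL.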

Ten DEGs potentially involved in cell wall degradation (including 1,4-β-mannan endohydrolases, pectate lyases and polygalacturonases) were all up-regulated by Pi deprivation. Seven of the 10 DEGs that are potentially involved in secondary metabolism of metabolites like carotenoids, terpenoids, isoflavonols and phenylpropanoids, were up-regulated by Pi deprivation. Moreover, nine DEGs were found to be potentially involved in the synthesis or degradation of some amino acids, like serine, cysteine, arginine, lysine, phenylalanine, tryptophan and proline (Table S13). Four of them were up-regulated and five were down-regulated by Pi deprivation, suggesting a complex regulation of amino acid metabolism under Pi deficiency and the different roles of these amino acids in Pi deficiency acclimations. In addition, nearly all of the 10 DEGs potentially involved in cell wall modification, such as expansins, xyloglucan endotransglycosylases, endoxyloglucan transferases and pectinesterases were up-regulated by short-term Pi deprivation. However, two DEGs potentially involved in cell wall cellulose synthesis (encoding cellulose synthases) were down-regulated by short-term Pi deprivation. These results suggest that plant metabolic acclimation to Pi deprivation stress occurs rapidly after encountering the stress.

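Secondary metabolism genes went in both directions. Of 340 tested loci with a KEGG pathway of secondary metabolism, 2 were higher and 3 lower in limma. Gm17g064400, for 4-coumarate:CoA ligase 2 at the entry to lignin and flavonoid synthesis, rose with 10.9 and 13.3 FPKM in PDL and 6.89 and 5.19 in PSL, a log2 fold change of 1.00 (standard error 0.21, limma adjusted p = 0.471), and Gm15g241300, for a spermidine hydroxycinnamoyl transferase, with 3.23 and 4.04 in PDL and 1.58 and 1.74 in PSL, a log2 fold change of 1.08 (standard error 0.21, limma adjusted p = 0.471). Gm08g109500, for a chalcone and stilbene synthase family protein of flavonoid synthesis, fell with 2.50 and 1.18 in PDL and 3.90 and 3.96 in PSL, a log2 fold change of −1.14 (standard error 0.39, limma adjusted p = 0.546). Of 67 loci for phenylpropanoid and flavonoid synthesis, 2 rose and 1 fell (median log2 fold change 0.02, limma camera adjusted p = 0.814). In the authors' deposited table, 6 of the 340 loci are marked as higher and 4 as lower.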

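Of 711 tested loci with a KEGG amino acid pathway, 2 were higher and 5 lower in PDL in limma. The higher ones are the phosphoglycerate mutase family gene Gm13g087800, of the serine pathway, and the 4-coumarate:CoA ligase gene Gm17g064400, listed under phenylalanine metabolism. Among the lower ones, Gm18g278900, for a methylenetetrahydrofolate reductase family protein listed under arginine and proline metabolism, fell with 1.17 and 0.583 FPKM in PDL and 1.94 and 2.06 in PSL, a log2 fold change of −1.17 (standard error 0.40, limma adjusted p = 0.546). In tyrosine metabolism 3 of 52 loci were lower (Fisher's exact test, adjusted p = 0.123), and all 3 are alcohol dehydrogenase genes, Gm04g240800, Gm14g042000 and Gm14g042200, enzymes that many pathways share. In the authors' deposited table, 4 of the 711 loci are marked as higher and 5 as lower. Gm18g278900 was chosen after its values were seen.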

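Of 69 tested loci for expansins, which loosen the wall, and xyloglucan transferases, which cut and rejoin its hemicellulose, 7 rose and none fell in PDL, and 54 had a log2 fold change above 0. Their median was 0.42 (camera adjusted p = 4.64e-05, and 0.437 with an estimated correlation), and 0.26 with a pseudocount of 1. Gm12g062700, for expansin A4 on chromosome 12 of Gmax2.0 from 4592095 to 4594569, had 19.3 and 28.4 FPKM in PDL and 10.6 and 5.31 in PSL, a log2 fold change of 1.63 (standard error 0.40, limma adjusted p = 0.510). Gm11g160000 (expansin A8) had 11.1 and 16.6 in PDL and 7.19 and 2.79 in PSL, Gm11g139100 (expansin A4) had 1.58 and 1.71 in PDL and 0.807 and 0.217 in PSL, and Gm19g066300 (xyloglucan endotransglucosylase/hydrolase 16) had 1.20 and 1.41 in PDL and 0.501 and 0.397 in PSL. Of 41 loci for pectin methylesterases and their inhibitors, 2 rose and 1 fell, with a median of 0.25 (camera adjusted p = 0.0085, and 0.569 with an estimated correlation). That call was lost in limma without PDL-1 and without PSL-2 (largest camera adjusted p = 0.423), and the median was 0.46 without PSL-1 and 0.09 without PSL-2. The 3 loci that passed are described as invertase or pectin methylesterase inhibitors, which block the enzymes rather than act as them. Gm04g118700 rose with 27.6 and 38.7 in PDL and 18.7 and 13.6 in PSL, Gm03g103400 rose with 3.65 and 2.78 in PDL and 1.53 and 1.53 in PSL, and Gm17g151200 fell with 0.565 and 0.692 in PDL and 2.27 and 2.21 in PSL.

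**Figure D2:**
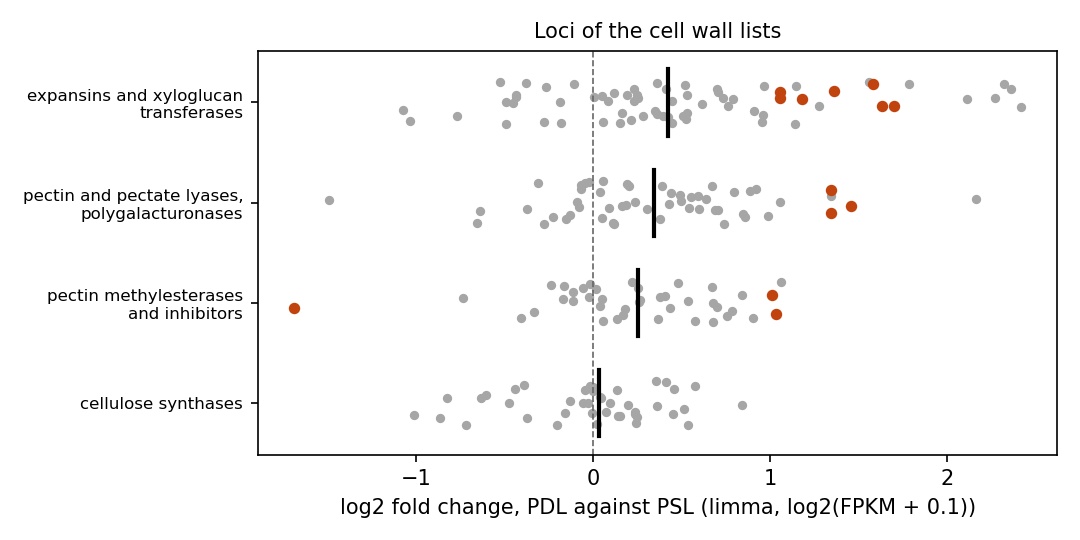
Log2 fold change (PDL against PSL, limma on log2(FPKM + 0.1)) of each tested locus of the 4 cell wall lists. Each point is a locus, orange where it passed the study's thresholds and gray where it did not, spread vertically for legibility, and the black bar is the list's median. The median is 0.42 for expansins and xyloglucan transferases, 0.34 for pectin and pectate lyases and polygalacturonases, 0.25 for pectin methylesterases and inhibitors, and 0.03 for cellulose synthases.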

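Of 42 tested loci for cellulose synthases and related proteins, none rose and none fell in limma, and their median log2 fold change was 0.03 (camera adjusted p = 0.241). Gm17g072200, the cellulose synthase family gene of Figure 2 on chromosome 17 of Gmax2.0 from 5646517 to 5651418, had 1.73 and 0.750 FPKM in PDL and 1.24 and 3.73 in PSL, a log2 fold change of −0.86 (standard error 0.68, limma adjusted p = 0.722), so that the spread within each group was close to the difference between them. The more abundant cellulose synthase 6 genes Gm05g187300 and Gm08g145600 had 32.4 and 36.3 in PDL and 28.8 and 21.9 in PSL, and 23.4 and 28.3 in PDL and 21.6 and 15.0 in PSL. Gm12g096900 (cellulose synthase-like B3) had the highest log2 fold change of the list, 0.84 (standard error 0.22), and the lowest was −1.01.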

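From these changes in lipid, cell wall, secondary and amino acid metabolism 24 h after the transfer, the paper proposes that leaves begin to adjust their metabolism early in Pi deprivation. Central carbon metabolism outside these groups had few loci past the thresholds in limma. Of 242 tested loci for starch and sucrose metabolism 1 fell and none rose, of 199 for glycolysis and gluconeogenesis 1 rose and 3 fell, and of 95 for photosynthesis none passed. All 3 glycolysis loci that fell are alcohol dehydrogenase genes, and the one that rose is the phosphoglycerate mutase family gene. Of 54 loci for sulfur metabolism none passed.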

### 2.10. Identification of Pi-Responsive Cis-Regulatory Elements in the Promoters of DEGs

We examined the distribution of Pi-responsive cis-regulatory elements in the putative promoter regions up to 1000 bp upstream of the transcription start sites of DEGs. In total 501 promoter regions were obtained from 288 up-regulated loci and 213 down-regulated loci (Tables S14 and S15). Eight types of previously identified Pi-responsive cis-elements were found to exist in Pi-responsive genes [11,41,42,43]. The cis-elements of PHO (phosphatase) element, PHO-like element and P responsive element were present more frequently in the promoter regions of up-regulated DEGs as compared to that of randomly-selected genes in the soybean genome (Table S15, Figure 6). In addition, the Helix-loop-helix element was present less frequently in the promoters of down-regulated DEGs. However, no significant difference was found for P1BS, TATA-box like, TC element and NIT 2-like. These results suggest that the Pi-responsive cis-elements enriched in the promoters of DEGs may be involved in the transcriptional regulation events at the early stage of Pi deprivation stress.

## 3. Discussion

Because of the low availability of Pi in soils, understanding the molecular acclimation mechanisms under Pi stress is of critical importance for developing crops with enhanced P-use efficiency in modern agriculture. Several studies utilizing microarrays or deep sequencing have documented the genome-wide transcriptional responses of plants to Pi stress but most of these studies are based on mid-term or long-term Pi deficiency and the early responses remain poorly understood [9]. In this study, we measured the transcriptional responses of soybean leaves to short-term Pi deprivation using an RNA-Seq approach. A total of 533 loci were found to be responsive to early Pi deprivation. By comparison with the recent transcriptomic analyses in two recombinant inbred lines of soybean that have different Pi stress tolerance [32], 12 genes were found to be commonly responsive to Pi deprivation in leaves; five of them have similar responses to short-term or long-term Pi stress (Figure S5). In addition, a small portion of them (28/533) were found to be responsive to long-term Pi deprivation in soybean roots [35] (Figure S6). The majority of the 28 common genes showed a similar transcriptional response under short-term and long-term Pi deprivation in the different organs. There were 21 DEGs expressed exclusively in either PDL or PSL (Table 1) but none of them were found to be responsive to long-term Pi deprivation in soybean roots. This may suggest their different responses to short-term and long-term Pi deficiency in leaves and roots.

At least 13 genes which are commonly responsive to Pi deprivation in plants were affected by short-term Pi deprivation, including five *SPX* domain-containing genes, two PAP genes, three phospholipase genes, one *G3Pp* gene and one *SQD* gene (Table 2). Some of them, such as *PLDZ2*, *PAP13*, *PAP31*, *SPX3*, *SPX8* and *Gm09g223700* were also found to be responsive to long-term Pi deficiency [35,39,44,45]. Whether the other genes are responsive to long-term Pi deprivation or only responsive to early Pi deprivation needs further investigation. Replacement of phospholipids in internal cellular membranes with galactolipids and sulfolipids is an important adaptive mechanism under Pi deficiency, which have been found in many plant species [46,47]. Lipid remodeling is also considered to be related to mobilization of P from less-essential cellular components to be exported to growing sinks [8]. *PLDZ2* plays a critical role in galactolipid biosynthesis and thus facilitates Pi recycling from phospholipids [48]. SQD1 and SQD2 are Pi-responsive enzymes essential for sulfolipid biosynthesis under Pi-deficient conditions [49,50]; they also facilitate Pi recycling. In addition, PLDζ1 and PLDζ2 are Pi-responsive phospholipases that can hydrolyze phospholipids and thus contribute to Pi supply for Pi-deficient Arabidopsis [51]. Thus, the quick responses of these genes to Pi deprivation in leaves suggest that the replacement of phospholipids could be activated in a short time in order to adapt to Pi deficiency. *G3Pp* family genes which are potentially involved in transporting *G3P*, the hydrolysis products of diacylglycerol (a product of phospholipid breakdown), were found to be increased by Pi starvation in Arabidopsis [52]. Here, the homologs of these genes were also found to be induced by short-term Pi deprivation in soybean leaves but further researches are required to characterize their exact roles in Pi stress response and tolerance.

In this study, a total of 33 genes encoding SPX-containing proteins were found in soybean genome (Figure 3). The number is much higher than that in Arabidopsis (20) and rice (15) [38], which could be related to the whole-genome duplication events which occurred about 59 and 13 million years ago [53]. The early Pi deprivation-responsive *GmSPX3*, *GmSPX4* and *GmSPX8* are closely related to *SPX1* and *SPX2* in Arabidopsis and rice. In Arabidopsis and rice, *SPX1*, *SPX2*, *SPX4* and *SPX6* have been demonstrated to be involved in Pi sensing and signaling by inhibiting the transcriptional activity of PHR1 [54,55,56,57]. It has also been shown that overexpression of soybean *SPX1* and *SPX3* increases and decreases total P concentration in plant tissues, respectively, suggesting their contrasting roles in the regulation of Pi distribution in the plant [39,45]. Whether the short-term Pi deprivation-responsive *SPX* genes in soybean would function in Pi deficiency response by repressing the activity of conserved *PHR1* and/or by participating in other regulatory pathways deserve further investigation. In addition to *SPX* genes, two *SPX-EXS* genes *GmPHO1.H12* and *GmPHO1.H14* were also induced by short-term Pi deprivation. Their closely related homologs in Arabidopsis, such as *AtPHO1* and *AtPHO1.H1* are also responsive to Pi deficiency and are associated with Pi economy [37,58]. However, the functions of Pi-responsive SPX-containing proteins in soybean remain to be investigated in the future.

In addition to the genes that are potentially involved in Pi signaling and utilization, many genes possibly involved in transportation of water, sugars and other mineral nutrients were also altered by short-term Pi deprivation (Table 3). It has been known for a long time that Pi deficiency decreases leaf water potential and transpiration rate [59]. Thus, it would be interesting to determine whether the observed up-regulation of aquaporins could be a compensatory response for the lower hydraulic conductance under Pi deficiency. Enhancement of the uptake and translocation of sugars and sulfate could also promote the synthesis of galactolipids and sulfolipids to substitute for the decline of phospholipids under Pi deficiency [8]. Sugar is an important systemic signal for regulating Pi starvation responses and root system architecture [60]. In addition, the homeostasis of iron, zinc and copper could also be affected by Pi deficiency. The most abundant Cu proteins in green tissues are plastocyanin and Cu/Zn-superoxide dismutase (Cu/ZnSOD), which are associated with electron transfers in photosynthesis and the scavenging of stress-induced reactive oxygen species (ROS), respectively [61]. Therefore, the up-regulation of copper transporters may be a part of a mechanism to boost ROS scavenging and photosynthesis which are impaired by Pi deficiency. Both iron and zinc have been shown to accumulate in Pi-deficient leaves in Arabidopsis [21]. Thus, the down-regulated iron/zinc transporter genes shortly after Pi deficiency could impede the excessive accumulation of these metals in the long run.

In this study, at least 10 DEGs are potentially involved in Ca^2+^ signaling (Table 4). Ca^2+^ is a universal signal playing a critical role in plant responses to environmental stresses [62,63]. It is well-known that diverse external environmental stimuli can quickly trigger specific spatial-temporal patterns of changes in cytosolic Ca^2+^ concentration, which can be perceived and decoded by a series of Ca^2+^ sensors containing EF-hand motifs [64,65]. However, little information is available with respect to the effect of Pi deficiency on cytosolic Ca^2+^ levels. Considering the critical roles of the Ca^2+^ signal in plant responses to other nutrient stress, such as potassium and nitrate deficiencies [66,67], it is conceivable that Ca^2+^ signals might be an important player in Pi stress response. In addition, Ca^2+^ and Pi are incompatible ions, because Ca^2+^ can form insoluble compounds with phosphate derivatives at high levels. Changing the allocation patterns of Pi may also necessitate changes to the patterns for Ca^2+^. Thus, how Ca^2+^ signal is linked to Pi deficiency response should deserve further investigations.

Many hormones have been involved in Pi stress responses by regulating root development and architecture as well as shoot development [4]. Here 15 genes potentially involved in signaling of auxin, CK (cytokinin), GA, BRs, jasmonate and ethylene were responsive to short-term Pi deprivation (Table 4). It has been shown that bioactive GA levels are reduced by Pi deficiency, which leads to the accumulation of DELLA proteins and, therefore, modulates root system architecture and anthocyanin accumulation in leaves [68]. BRs are a class of plant polyhydroxysteroids playing a pivotal role in plant growth and development as well as a wide variety of environmental stress responses [69]. However, there is little information available on the role of BRs in Pi deficiency. Whether BRs are involved in regulating the Pi economy during leaf development under Pi stress remains to be examined. Initiation and expansion of soybean leaves were demonstrated to decline under Pi deficiency [70]. However, whether hormonal signals like auxin, BRs, CK are involved in these physiological processes remains to be answered. In addition, leaf senescence is usually accelerated under nutrient stress in order to enhance remobilization of nutrients from senescing leaves [8] but the exact roles of hormones like ethylene, CK, jasmonate, auxin in nutrient stress-induced leaf senescence remain to be investigated in the future.

Transcription factors are critical components mediating gene regulatory networks under Pi stress. In the present study, thirty-one transcription factor genes belonging to 10 diverse families including MYB/MYB-like, bHLH, WRKY and ERF were found to be responsive to Pi deprivation (Table 5). Many of these transcription factor families were previously found to be responsive to Pi starvation and mediate transcriptional regulation of Pi-responsive genes in plants [21,71,72,73,74]. The identification of these short-term Pi stress-responsive transcription factors may provide preliminary evidence for further characterization of their functions in early Pi stress signaling.

Many genes possibly involved in protein phosphorylation and dephosphorylation are transcriptionally affected by short-term Pi stress (Figure 4). This result conforms with previous reports in Arabidopsis, demonstrating that many kinds of kinase and phosphatase genes are differentially expressed upon Pi deficiency [21,22,75]. Protein phosphorylation and dephosphorylation are linked with phosphate transporter trafficking and metabolic acclimations under Pi deficiency stress [76,77]. Recently, rice kinases CK2 and PSTOL1 were illustrated to be involved in regulating Pi stress response and tolerance [78,79]. Arabidopsis plasma membrane-localized receptor-like kinase BIK1 (botrytis-induced kinase 1) and MKK9-MPK3/MPK6 (mitogen-activated protein kinase kinase9-mitogen-activated protein kinase3/mitogen-activated protein kinase6) cascade were also shown to have functions in Pi signaling [80,81]. Moreover, some kinases like CIPKs can regulate the activities of transporters of nutrients like nitrate and potassium [82,83]. It would be interesting to examine the roles of Pi-responsive kinases or phosphatases in the early Pi stress signaling.

The expressions of many genes affected by short-term Pi deprivation are associated with metabolisms, such as lipid metabolism, cell wall degradation and modification, carbohydrate metabolism and amino acid metabolism (Figure 5). Earlier studies also demonstrated these primary or secondary metabolic changes upon medium-term or long-term Pi deficiency in plants [21,22,27]. Thus the modifications in expression levels of genes involved in metabolism can exist from the early stage of Pi stress. Cell walls have crucial functions in regulating the rate and direction of growth and determining the morphology of plant cells and organs. Synthesis and remodeling of the cell wall were documented to be associated with the acclimations to many kinds of environmental stresses [84].

In conclusion, our RNA-seq analysis revealed an early transcriptomic response of soybean leaves to Pi deprivation, suggesting an intricate regulatory network of signaling components upon short-term Pi stress. Quick changes in the transcript levels of various genes allow the plant to properly and accurately acclimate to Pi limitation conditions. Although the exact roles of these early Pi stress-responsive genes remain to be investigated, our data provide a platform for further functional characterizations of these genes in Pi stress sensing, signaling and tolerance.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

Williams 82 is the soybean cultivar used for the reference soybean genome [53]. Soybean seeds (*Glycine max* var. Williams 82) (kindly provided by Prof. Haijian Zhi from Nanjing Agricultural University) were soaked in sterilized water for 4 h and then incubated at room temperature in the dark between two layers of moistened filter paper. Four days later, seedlings were transferred and grown hydroponically in a 10 L tank filled with a half-strength modified Hoagland nutrient solution containing 2.5 mm Ca(NO_3_)_2_, 2.5 mm KNO_3_, 0.5 mm KH_2_PO_4_, 1.25 mm MgSO_4_, 10.0 μm Fe-EDTA, 3.4 μm MnSO_4_, 0.16 μm CuSO_4_, 0.38 μm ZnSO_4_, 23.0 μm H_3_BO_3_, 0.25 μm Na_2_MoO_4_, with pH adjusted to 5.6. Nutrient solution was changed every two days. Plants were grown in a growth chamber with a photoperiod set at 16-h-light/8-h-dark at 26/22 °C and light intensity set at 150 μL·m^−2^·s^−1^. After 18 days of cultivation in hydroponics, soybean seedlings with the first trifoliate true leaves fully expanded were transferred into Pi-sufficient (0.5 mm KH_2_PO_4_) or Pi-deprived (0 mm KH_2_PO_4_, K_2_SO_4_ was substituted for KH_2_PO_4_ to keep the concentration of K^+^) nutrient solutions. Roots and leaves of soybean seedlings were separately sampled after 24 h Pi deprivation, frozen in liquid nitrogen and stored at −80 °C until RNA preparation.

### 4.2. Pi Concentration Determination

Pi concentrations were analyzed as described previously [35]. About 0.2 g fresh tissue that were frozen in liquid nitrogen were ground into fine powder and suspended in extraction buffer (10 mm Tris, 1 mm EDTA, 100 mm NaCl and 1 mm β-mercaptoethanol, pH 8.0) at a ratio of 1 mg of fresh weight sample to 10 μL of extraction buffer. A total of 100 μL of sample suspension was mixed with 900 μL of 1% glacial acetic acid and incubated at 42 °C for 30 min. Then, the suspension was centrifuged at 13,000× *g* for 10 min and 500 μL of the supernatant was used for the Pi quantitation assay. The reaction mixture containing 1000 μL of Pi assay solution (0.34% (NH_4_)_6_Mo_7_O_24_·4H_2_O, 0.46 M H_2_SO_4_ and 1.4% ascorbic acid) and 500 μL of supernatant was incubated at 42 °C for 30 min, cooled on ice and the absorbance at 820 nm was measured using a UV-Vis spectrum meter (Thermo Scientific BioMate 3S, Chino, CA, USA).

### 4.3. RNA Isolation, Library Construction and RNA Sequencing

Soybean leaves (the first trifoliate true leaves) were collected after Pi-deprivation treatment for 24 h. Four samples (two biological replicates of both Pi-deprived and Pi-sufficient leaves) were used for mRNA library construction and sequencing. Each biological replicate was sampled from three different randomly-selected plants. Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s procedure. The total RNA quantity and purity were determined by Agilent Bioanalyzer 2100 with RNA 6000 Nano LabChip Kit (Agilent, Santa Clara, CA, USA). The RIN (RNA integrity number) of all RNA samples were determined to be more than 7.0. Approximately 10 µg of total RNA was subjected to Poly (A) mRNA isolation using poly-T oligo-attached magnetic beads (Invitrogen). The mRNA was fragmented into small pieces using divalent cations under elevated temperature after purification. The cleaved RNA fragments were reverse-transcribed to create the final cDNA library in accordance with the protocol for the mRNA-Seq sample preparation kit (Illumina, San Diego, CA, USA). The average insert size for the paired-end libraries was 300 ± 50 bp. Subsequently, paired-end sequencing was performed on an Illumina Hiseq 2000 at the LC-BIO TECHNOLOGIES (Hangzhou, China) following the instructions from Illumina.

### 4.4. RNA-Seq Reads Mapping and Differential Counting

The initial base calling and quality filtering of the reads generated with the Illumina analysis pipeline (Fastq format) were implemented using a custom Perl script and the default parameters of the Illumina pipeline (http://www.illumina.com). Additional filtering for poor-quality bases was carried out using the FASTX-toolkit available in the FastQC software package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). To facilitate the read mapping, the *Glycine max* reference genome (Gmax2.0 version) was indexed by Bowtie2 (http://www.phytozome.net) [85]. The read mapping was conducted using the TopHat software package [86]. TopHat allows multiple alignments per read (up to 40) and a maximum of two mismatches when mapping the reads to the reference genome. The reads were first mapped directly to the genome using indexing and then the unmapped reads were used to identify novel splicing events. The aligned read files were processed by Cufflinks to measure the relative abundances of the transcripts by using the normalized RNA-seq fragment counts [87]. The estimated abundance of genes was measured in terms of the fragments per kilobase of transcript per million mapped reads (FPKM). Differentially expressed genes (DEGs) between the two sets of samples were identified using Cuffdiff [87]. Only the genes with a log2 fold change ≥1 or ≤−1 and a *p*-value ≤ 0.05 were considered as significantly DEGs.

The datasets were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE104286 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104286) (the secure token for review is mbuhcgoylbanjyx).

### 4.5. Quantitative RT-PCR Analysis

Total RNA was extracted from soybean tissues using RNApure Plant Kit (with DNase I) (CoWin Biotech, Beijing, China) and digested with DNase I to eliminate genomic DNA contamination according to the manufacturer’s instruction. cDNA was synthesized from 1.0 μg total RNA in a 20 μL reaction by SuperRT Reverse Transcriptase (CoWin Biotech) using oligo (dT) primers. Quantitative RT-PCR (qRT-PCR) was performed on a MyiQ Single Color Real-time PCR system (Bio-Rad, Hercules, CA, USA) as described previously [88]. Briefly, two μL of a 1/10 dilution of cDNA in water was added to 10 μL of 2 × UltraSYBR (with Rox) (CoWin Biotech); together with two gene-specific primers (200 nm each) the final volume was brought to 20 uL by adding DNase-free water. The procedures for PCR were as follows:15 °C for 10 min; 40 cycles of 95 °C for 15 s, 60 °C for 60 s. Amplifications were run in triplicate together with controls that contained no template and no reverse transcription for each of the examined genes. Relative expression levels were normalized to that of an internal control *ACTIN11* (*Glyma.18g290800*) using the Pfaffl method (Ratio = (*E*_target_)^∆*C*t^_target_^(control−sample)^/(*E*_ref_)^∆*C*t^_ref_^(control−sample)^) [89]. The calculated efficiency (*E*) of all primers was between 1.7 and 2.2. The gene-specific primers are listed in Table S16.

### 4.6. Functional Annotation and Gene Ontology (GO) Enrichment

The DEGs were annotated for gene ontology (GO) terms [90] and categorized into molecular function, cellular component and biological process categories. A gene enrichment test was performed on each of the gene lists to acquire the terms that were significantly enriched among the DEGs. Fisher’s exact test, which is based on hyper-geometric distribution, was used to calculate the *p*-value. A GO category (http://geneontology.org/) or KEGG pathway (http://www.genome.jp/kegg/) with a *p*-value ≤ 0.05 was regarded as significantly enriched. GO and KEGG enrichment analyses were conducted with the help of LC-BIO company (Hangzhou, China).

The MultiExperiment Viewer program (http://mev.tm4.org/) was used to draw a heatmap of the significant DEGs in response to short-term Pi deprivation. The metabolic pathways were plotted using MapMan (http://mapman.gabipd.org/) [91].

### 4.7. Promoter Cis-Element Analysis

Promoter sequences (1000 bp upstream) of the transcription start sites of DEGs were extracted from the SoyBase database (http://www.soybase.org/). The presence of the Pi-responsive cis-elements was analyzed using Regulatory Sequence Analysis Tools (http://floresta.eead.csic.es/rsat/) [92]. The sequences of eight types of Pi-responsive cis-elements were as follows: P1BS (GNATATNC) [11]; PHO (CACGT(G/C)); PHO-like (C(G/T/A)(C/T/A)GTGG) [19]; P responsive (ATGCCAT) [43]; TATA box like (TATAAATA) [19]; TC element (TCTCTCT); NIT 2-like (AAATATCT); Helix-loop-helix (CA(T/G)(A/C)TG) [41].

## Figures and Tables

**Figure 1:**
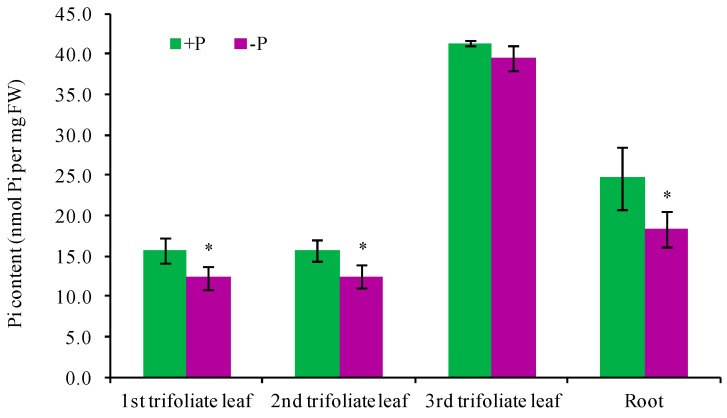
Pi concentration in the first trifoliate leaf (1st TL), the second TL (2nd TL), the third TL (3rd TL) and the roots of soybean seedlings after being subjected to Pi-deficiency treatment for 24 h. Data presented are mean ± SD (standard deviation) of three independent experiments. Asterisk indicates the statistically significant difference between control (+P) and Pi-deficiency (−P) treatments (Student’s *t*-test, * *p* < 0.05) (Microsoft Excel 2007).

**Figure 2:**
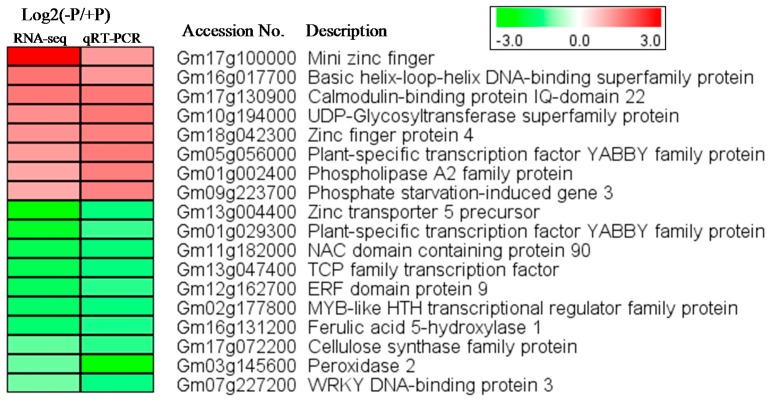
Heatmap of the expression of 18 randomly selected differentially expressed genes (DEGs) as revealed by RNA-seq and qRT-PCR. The intensities of the color represent the fold changes in log2 values according to RNA-seq data or qRT-PCR results. Red color indicates induction and green color indicates repression. Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL.

**Figure 3:**
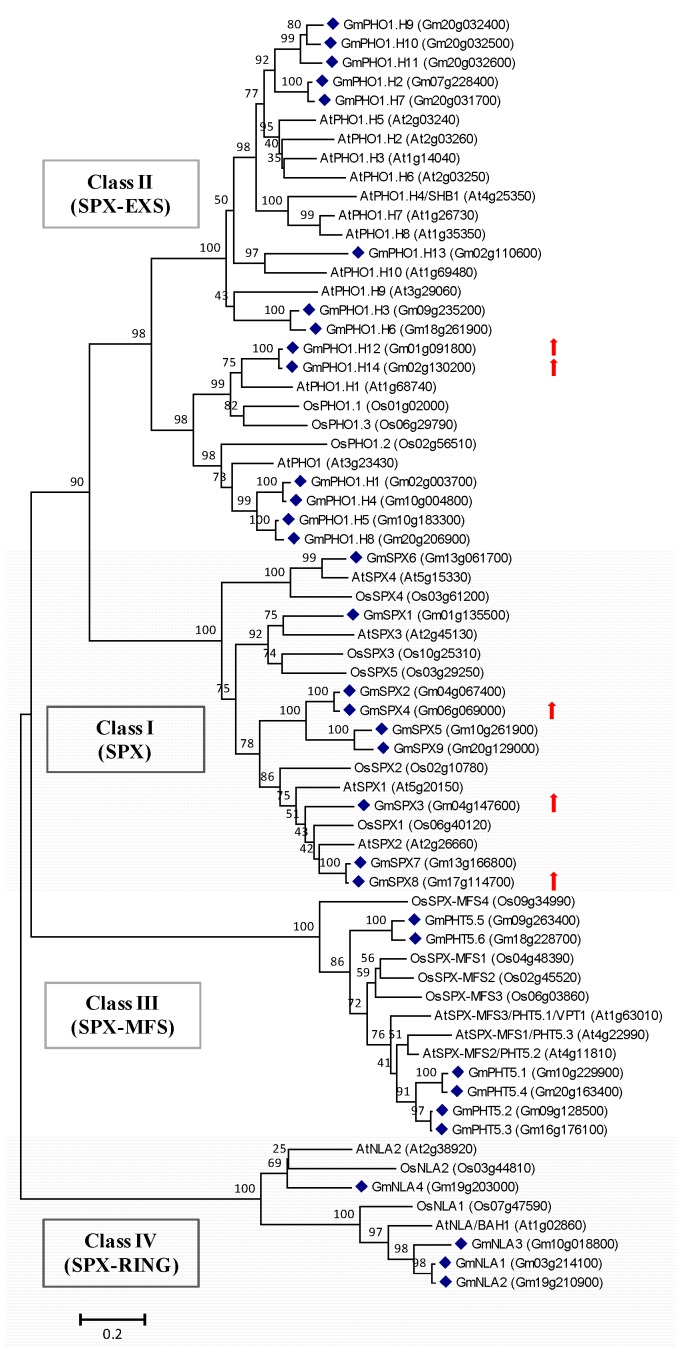
Unrooted phylogenetic tree of the SPX domain-containing proteins in soybean (*Glycine max*), Arabidopsis (*Arabidopsis thaliana*) and rice (*Oryza sativa*). The alignment for the phylogenetic tree was performed with ClustalW using full-length amino acid sequences. The phylogenetic tree was created with the MEGA6 software and the neighbor-joining method with 1000 bootstrap replications. The bar indicates the relative divergence of the sequences examined. The red arrow indicates the up-regulation of *SPX* genes upon short-term Pi deprivation by RNA-seq in the present study. Soybean SPX domain-containing proteins are marked with blue diamond.

**Figure 4:**
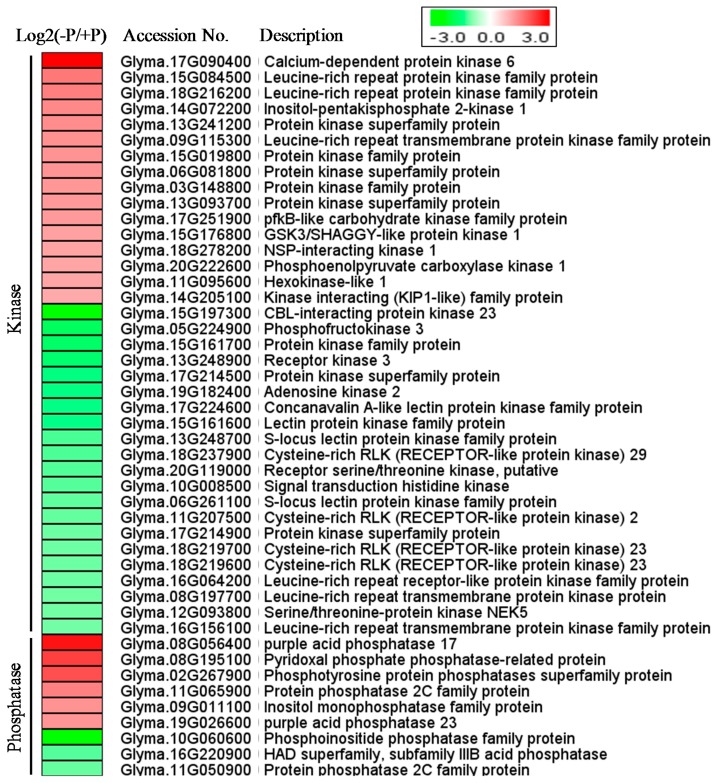
Heatmap of DEGs that are putative protein kinases and phosphatases. The intensities of the color represent the fold changes in log2 values according to RNA-seq data. Red color indicates induction and green color indicates repression. Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL.

**Figure 5:**
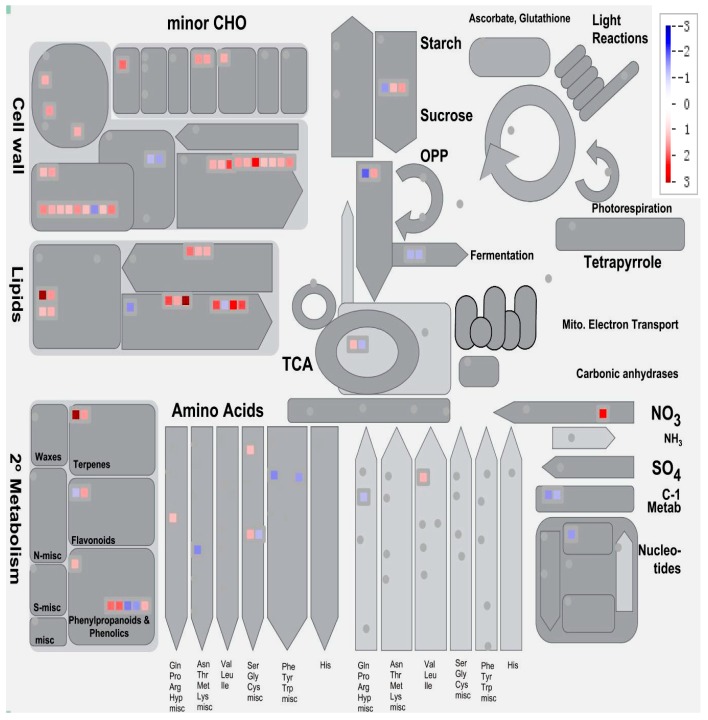
Mapman representation of DEGs involved in metabolism in soybean leaves upon short-term Pi deficiency. The results are the mean of two biological replicates. All results are shown on a log2 scale for corresponding FPKM ratios. Red color represents up-regulated genes and blue color represents down-regulated genes. TCA: tricarboxylic acid; OPP: oxidative pentose phosphate.

**Figure 6:**
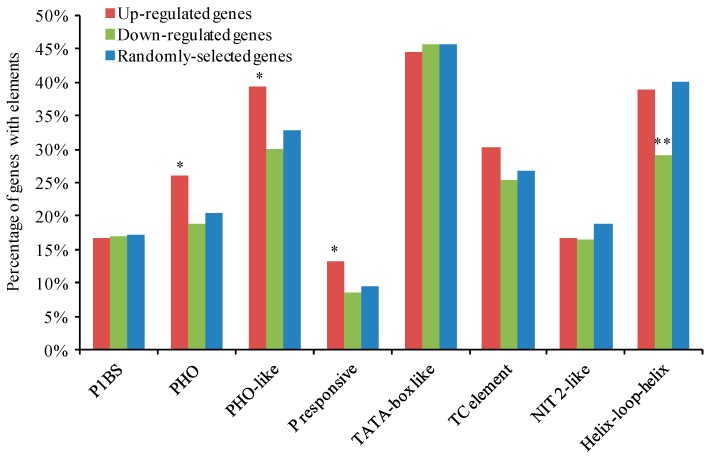
The occurrence of Pi-related cis-elements previously identified as common to Pi-responsive genes in the promoter regions (1000 bp) of up-regulated DEGs, down-regulated DEGs and randomly-selected genes. Promoter regions of 250 genes randomly selected from all the chromosomes of soybean genome were used as control. 288 and 213 promoter regions were acquired for up-regulated and down-regulated DEGs, respectively. The hypergeometric *p*-value was calculated online (http://systems.crump.ucla.edu/hypergeometric/index.php). Asterisk means significantly different from the genes with elements in the soybean genome that are predicted based on the results of randomly-selected genes (* *p* < 0.05, ** *p* < 0.01).

**Table 1:** Differentially expressed genes where transcripts were found only in Pi-deprived leaves (PDL) or Pi-sufficient leaves (PSL) after 24 h Pi deprivation. Expression level of each gene was measured in terms of fragments per kilobase of transcript per million mapped reads (FPKM). Gene functional descriptions were shown according to soybean genome annotation (V2.0). Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL. NA: no annotation.

Accession No.	−P (FPKM)	+P (FPKM)	*p* Value	Description
Gm04g223400	1260.24	0.00	1.98 × 10^−2^	NA
Gm17g100000	21.71	0.00	1.65 × 10^−3^	mini zinc finger
Gm17g090400	3.82	0.00	3.95× 10^−3^	calcium-dependent protein kinase 6
Gm16g028300	2.72	0.00	4.10 × 10^−2^	NA
Gm15g099200	2.27	0.00	2.00 × 10^−4^	NA
Gm06g240900	1.25	0.00	1.50 × 10^−2^	PLATZ transcription factor family protein
Gm09g023000	1.11	0.00	5.00 × 10^−5^	peroxidase superfamily protein
Gm06g177200	0.77	0.00	2.40 × 10^−3^	NA
Gm19g246600	0.75	0.00	1.00 × 10^−4^	SSXT family protein
Gm13g068300	0.00	47.11	9.65 × 10^−3^	NA
Gm05g099700	0.00	10.71	3.85 × 10^−3^	NA
Gm04g128500	0.00	5.87	7.50 × 10^−4^	late embryogenesis abundant protein, group 1 protein
Gm13g236300	0.00	5.77	9.00 × 10^−4^	NA
Gm04g014000	0.00	3.30	5.00 × 10^−5^	polyol/monosaccharide transporter 5
Gm13g178000	0.00	2.18	4.19 × 10^−2^	NA
Gm07g022900	0.00	2.11	8.65 × 10^−3^	phospholipid *N*-methyltransferase
Gm04g094800	0.00	1.21	5.00 × 10^−5^	plant-specific transcription factor YABBY family protein
Gm11g179100	0.00	1.02	5.00 × 10^−5^	aluminum activated malate transporter family protein
Gm03g113600	0.00	0.82	5.00 × 10^−5^	auxin efflux carrier family protein
Gm04g044300	0.00	0.80	1.61 × 10^−2^	cytochrome B5 isoform D
Gm15g197300	0.00	0.73	5.00 × 10^−5^	CBL-interacting protein kinase 23

**Table 2:** DEGs potentially involved in Pi signaling and utilization. Expression level of each gene was measured in terms of FPKM. Gene functional descriptions were shown according to soybean genome annotation (V2.0). Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL. SPX: domain found in Syg1, Pho81, XPR1, and related proteins; HAD: haloacid dehydrogenase.

Accession No.	−P (FPKM)	+P (FPKM)	Log2(−P/+P)	*p* Value	Description
Gm03g078300	1.59	0.09	4.15	4.42 × 10^−2^	Sulfoquinovosyldiacylglycerol 2 (*GmSQD2*)
Gm04g147600	2.80	0.41	2.76	1.03 × 10^−2^	SPX domain-containing protein 1-related (*GmSPX3*)
Gm08g056400	9.38	1.43	2.71	5.00 × 10^−5^	Purple acid phosphatase (*GmPAP13*)
Gm01g091800	0.90	0.22	2.02	4.90 × 10^−3^	Phosphate transporter PHO1 homolog 1 (*GmPHO1*;*H12*)
Gm02g130200	1.28	0.32	2.02	6.50 × 10^−4^	Phosphate transporter PHO1 homolog 1 (*GmPHO1*;*H14*)
Gm20g238000	1.42	0.38	1.89	1.00 × 10^−4^	Phospholipase D P1 (*GmPLDZ2*)
Gm06g069000	2.68	0.91	1.56	2.52 × 10^−2^	SPX domain-containing protein 1-related (*GmSPX4*)
Gm17g114700	19.96	7.53	1.41	5.00 × 10^−5^	SPX domain-containing protein 1-related (*GmSPX8*)
Gm08g194100	0.71	0.29	1.29	2.20 × 10^−2^	Phospholipase D α 4
Gm01g002400	13.80	6.68	1.05	1.31 × 10^−2^	Phospholipase A2 family protein
Gm09g223700	34.43	16.85	1.03	5.00 × 10^−5^	Glycerol-3-phosphate permease gene family
Gm19g026600	2.78	1.16	1.27	1.40 × 10^−3^	Purple acid phosphatase (*GmPAP31*)
Gm16g220900	2.14	4.75	−1.15	1.64 × 10^−2^	HAD superfamily, subfamily IIIB acid phosphatase

**Table 3:** DEGs potentially involved in the transportation of water, sugars and mineral nutrients. Expression level of each gene was measured in terms of FPKM. Gene functional descriptions were shown according to soybean genome annotation (V2.0). Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL. ATOX1: antioxidant protein 1; PIP1: plasma membrane intrinsic protein 1; TIP2: tonoplast intrinsic aquaporin 2; ATP: adenosine triphospate; ABC: ATP-binding cassette.

Substrate	Accession No.	−P (FPKM)	+P (FPKM)	Log2(−P/+P)	*p* Value	Description
Sugar	Gm15g105900	1.48	0.47	1.64	2.78 × 10^−^^2^	Glucose-6-phosphate/phosphate translocator 2
	Gm13g206700	6.26	2.77	1.18	9.00 × 10^−^^4^	Glucose-6-phosphate/phosphate translocator 2
	Gm11g226200	131.29	63.50	1.05	5.00 × 10^−^^5^	Nucleotide-sugar transporter family protein
	Gm04g014000	0.00	3.30	+P only	5.00 × 10^−^^5^	Polyol/monosaccharide transporter 5
	Gm08g009900	2.80	19.84	−2.83	5.00 × 10^−^^5^	Bidirectional sugar transporter SWEET10
Zinc/iron	Gm16g168200	7.32	2.14	1.78	1.40 × 10^−^^3^	Vacuolar iron transporter (VIT) family protein
	Gm13g004400	1.33	7.82	−2.55	5.00 × 10^−^^5^	Zinc transporter 3-related protein
	Gm20g063100	1.80	9.06	−2.33	5.00 × 10^−^^5^	Zinc transporter 3-related protein
	Gm06g052000	24.56	58.72	−1.26	5.00 × 10^−^^5^	Zinc/iron transporter
Sulfate	Gm01g175200	2.16	0.83	1.37	3.55 × 10^−^^3^	Sulfite exporter TauE/SafE family protein
	Gm15g014000	1.78	0.84	1.08	1.60 × 10^−^^2^	Sulfate transporter 3;4
Copper	Gm08g180500	4.15	0.81	2.36	4.03 × 10^−^^2^	Copper transport protein ATOX1-related
	Gm14g072100	6.81	2.58	1.40	5.00 × 10^−^^5^	Copper transport protein ATOX1-related
	Gm15g051900	28.02	13.36	1.07	1.85 × 10^−^^3^	Copper transport protein ATOX1-related
Nitrate	Gm18g127200	1.07	3.08	−1.53	4.50 × 10^−^^4^	Nitrate transporter 1.7
Malate	Gm11g179100	0.00	1.02	+P only	5.00 × 10^−^^5^	Aluminum activated malate transporter
Water	Gm08g015300	8.72	3.58	1.29	3.50 × 10^−^^4^	Aquaporin PIP1;4-related
	Gm05g208700	15.22	6.50	1.23	1.50 × 10^−^^4^	Aquaporin PIP1;4-related
	Gm15g018100	69.65	33.30	1.06	5.00 × 10^−^^5^	Aquaporin TIP2;1
Unknown	Gm07g081000	18.37	4.44	2.05	5.00 × 10^−^^5^	ABC transporter family protein
	Gm11g106300	54.15	17.68	1.61	5.00 × 10^−^^5^	Major facilitator superfamily protein
	Gm04g027800	1.28	0.35	1.86	2.71 × 10^−^^2^	Protein Walls Are Thin 1
	Gm07g094000	0.43	2.97	−2.77	5.30 × 10^−^^3^	ATP-binding cassette A2
	Gm11g064100	0.87	2.05	−1.23	2.15 × 10^−^^3^	Major facilitator superfamily protein
	Gm08g101500	1.01	2.36	−1.22	5.00 × 10^−^^5^	Multidrug resistance-associated protein 3
	Gm17g165200	5.68	11.51	−1.02	5.00 × 10^−^^5^	Metal transporter NRAMP2-related
	Gm10g276700	2.39	4.79	−1.00	6.00 × 10^−^^4^	Major facilitator superfamily protein

**Table 4:** DEGs possibly related to Ca^2+^ and hormonal signaling. Expression level of each gene was measured in terms of FPKM. Gene functional descriptions were shown according to soybean genome annotation (V2.0). Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL. VCX1: vacuolar Ca^2+^ exchanger 1; AUX: auxin; IAA: indole-3-acetic acid; GA: gibberellin; BES1/BZR1: brassinosteroid-insensitive1-ethyl methanesulfonate-suppressor 1/brassinazole-resistant 1.

Ca^2+^/Hormone	Accession No.	−P (FPKM)	+P (FPKM)	Log2(−P/+P)	*p* Value	Description
Calcium	Gm02g226500	1.10	0.24	2.19	2.14 × 10^−^^2^	Ca^2+^/H^+^ antiporter VCX1 and related protein
	Gm14g000100	1.59	6.01	−1.92	5.00 × 10^−^^5^	Glutamate receptor 3.1-related protein
	Gm16g061800	0.37	0.83	−1.15	1.52 × 10^−^^2^	Glutamate receptor 2.5
	Gm07g203700	1.58	3.28	−1.06	2.50 × 10^−^^4^	Glutamate receptor 2.7
	Gm17g090400	3.82	0.00	−P only	3.95 × 10^−^^3^	Calcium-dependent protein kinase 6
	Gm17g130900	4.20	1.38	1.60	5.00 × 10^−^^4^	Calmodulin-binding protein IQ-domain 22
	Gm09g225300	1.10	0.37	1.57	1.30 × 10^−^^2^	Protein IQ-domain 11
	Gm01g002400	13.80	6.68	1.05	1.31 × 10^−^^2^	Phospholipase A2 family protein
	Gm18g230800	1.07	2.74	−1.36	5.00 × 10^−^^5^	Ca^2+^/lipid-binding phosphoribosyltransferase
	Gm09g236800	8.07	16.28	−1.01	1.70 × 10^−^^3^	Ca^2+^-binding EF-hand family protein (GmCML116)
Auxin	Gm16g115500	2.69	1.15	1.23	1.65 × 10^−^^2^	Auxin efflux carrier family protein
	Gm03g113600	0.00	0.82	+P only	5.00 × 10^−^^5^	Auxin efflux carrier family protein
	Gm19g168500	0.50	1.59	−1.66	2.75 × 10^−^^2^	Auxin-responsive protein IAA10-related
	Gm19g161100	9.82	25.41	−1.37	5.00 × 10^−^^5^	AUX/IAA family
Cytokinin	Gm04g247800	3.32	1.03	1.70	1.80 × 10^−^^2^	Response regulator of two-component system
	Gm05g144500	0.46	1.09	−1.22	1.58 × 10^−^^2^	Response regulator of two-component system
Gibberellin	Gm06g044400	439.61	89.83	2.29	5.00 × 10^−^^5^	Gibberellin-regulated family protein
	Gm06g185300	71.42	15.60	2.19	1.00 × 10^−^^4^	Gibberellin-regulated family protein
	Gm05g034500	19.80	6.63	1.58	1.89 × 10^−^^2^	Gibberellin-regulated family protein
	Gm06g193800	174.53	71.57	1.29	2.00 × 10^−^^4^	Gibberellin-regulated family protein
	Gm17g092800	17.65	7.92	1.16	4.94 × 10^−^^2^	Gibberellin-regulated family protein
	Gm15g002200	5.27	2.62	1.01	1.35 × 10^−^^3^	GA requiring 3
Brassinosteroid	Gm14g127400	1.36	0.24	2.52	1.28 × 10^−^^2^	BES1/BZR1 homolog protein 1
Jasmonate	Gm01g204400	4.22	1.71	1.30	4.99 × 10^−^^2^	JASMONATE-ZIM-domain protein 2-related
Ethylene	Gm10g008500	2.20	4.84	−1.14	2.61 × 10^−^^2^	Ethylene response sensor 2-related

**Table 5:** Transcription factor genes differentially expressed in soybean leaves under short-term Pi deprivation. Expression level of each gene was measured in terms of FPKM. Gene functional descriptions were shown according to soybean genome annotation (V2.0). Accession number “Glyma.” is named as “Gm” for short. −P refers to PDL and +P refers to PSL. MYB: (myeloblastosis); DOF: DNA-binding one zinc finger; YABBY: YABBY domain;CCT: CONSTANS, CO-like, and TOC1; NAC: NAM, ATAF, and CUC; TCP: a family of transcription factors named after: teosinte branched 1 (tb1, Zea mays (Maize)), cycloidea (cyc) (Antirrhinum majus) (Garden snapdragon) and PCF in rice (Oryza sativa); ERF: ethylene response factor; WRKY: a protein domain composed of a conserved WRKYGQK motif; RING: really interesting new gene.

Accession No.	−P (FPKM)	+P (FPKM)	Log2(−P/+P)	*p* Value	Description
Gm14g127400	1.36	0.24	2.52	1.28 × 10^−2^	BES1/BZR1 homolog protein 1-related
Gm17g257700	1.25	0.31	2.00	4.86 × 10^−2^	C2H2-like zinc finger protein
Gm08g215400	1.86	0.47	1.99	3.36 × 10^−2^	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein
Gm06g284900	1.93	0.54	1.82	3.15 × 10^−3^	Basic-leucine zipper (bZIP) transcription factor family protein
Gm16g017700	4.93	1.56	1.66	2.50 × 10^−4^	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein
Gm20g186500	12.12	4.34	1.48	5.00 × 10^−5^	MYB-like transcription factor family protein
Gm12g037200	7.12	2.78	1.36	1.59 × 10^−2^	B-box type zinc finger family protein
Gm07g012100	8.87	3.59	1.30	2.10 × 10^−3^	DOF zinc finger protein 1
Gm18g042300	2.28	0.94	1.29	5.35 × 10^−3^	Zinc finger protein 4
Gm13g061900	1.19	0.51	1.22	4.94 × 10^−2^	MYB domain protein 16
Gm05g056000	5.89	2.62	1.17	1.16 × 10^−2^	Plant-specific transcription factor YABBY family protein
Gm01g133500	7.16	3.43	1.06	4.33 × 10^−2^	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein
Gm11g117100	6.84	3.35	1.03	1.05 × 10^−3^	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein
Gm04g094800	0.00	1.21	+P only	5.00 × 10^−5^	Plant-specific transcription factor YABBY family protein
Gm13g203700	0.13	1.03	−3.02	4.61 × 10^−2^	C2H2-type zinc finger family protein
Gm01g029300	1.37	6.15	−2.16	3.77 × 10^−2^	Plant-specific transcription factor YABBY family protein
Gm10g021400	0.35	1.44	−2.06	2.51 × 10^−2^	B-box type zinc finger protein with CCT domain
Gm11g182000	0.92	3.34	−1.87	1.33 × 10^−2^	NAC domain containing protein 90
Gm13g047400	0.31	1.10	−1.85	1.38 × 10^−2^	TCP family transcription factor
Gm12g162700	0.62	2.11	−1.76	2.43 × 10^−2^	ERF domain protein 9
Gm02g177800	0.85	2.71	−1.67	3.78 × 10^−2^	MYB-like HTH transcriptional regulator family protein
Gm05g002700	0.29	0.89	−1.62	4.98 × 10^−2^	NAC (No Apical Meristem) domain transcriptional regulator
Gm01g041700	1.09	2.98	−1.46	7.15 × 10^−3^	Homeobox 1
Gm02g217800	4.27	11.31	−1.40	1.00 × 10^−4^	Transcription factor bHLH61-related
Gm03g221700	1.40	3.66	−1.39	2.28 × 10^−2^	MYB domain protein 2
Gm08g256400	1.43	3.54	−1.31	7.20 × 10^−3^	TCP family transcription factor
Gm02g152900	0.94	2.25	−1.25	2.90 × 10^−2^	B-box type zinc finger protein with CCT domain
Gm05g144500	0.46	1.09	−1.22	1.58 × 10^−2^	Response regulator 11
Gm07g227200	6.34	12.74	−1.01	1.50 × 10^−4^	WRKY DNA-binding protein 3
Gm08g286000	1.41	2.83	−1.00	1.25 × 10^−2^	Zinc finger (CCCH-type/C3HC4-type RING finger) family protein

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/7/2145/s1.

How the deposited data were processed for this re-analysis (not part of the article)

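The samples are 4 leaf RNA-seq libraries from soybean seedlings, PDL-1 and PDL-2 after 24 h at 0 mM KH2PO4 and PSL-1 and PSL-2 after 24 h at 0.5 mM, each from the first trifoliate leaves of 3 plants according to the paper. The conditions were taken from the sample labels and the paper's methods, which give the same concentrations (0 and 500 uM in the labels).

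The authors filtered the reads with the FASTX-toolkit and FastQC, mapped them with TopHat to the Gmax2.0 genome indexed by Bowtie2, assembled loci with Cufflinks and compared groups with Cuffdiff, and the paper states no versions of these tools. The authors' deposited table gives FPKM of each locus per library, made by Cuffdiff as fragments scaled to transcript length and to mapped fragments, and FPKM pooled per group. Its log2 fold change is the authors' log2 of the pooled PD over the pooled PS value, infinite where a group is 0. Its test score is Cuffdiff's test statistic, as deposited by the authors. Its p-value and q-value are Cuffdiff's, as deposited by the authors, and are 1 for the 10106 loci they did not test. The pooled group values are not the means of the libraries (median ratio 1.06 in PD and 1.05 in PS) and were not used for tests.

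The table holds 39505 loci, of which 722 are merged loci that span several genes, 919 are unannotated and 33005 have a description. A merged locus has 1 FPKM for all of its genes. GO terms are given for 21265 loci and KEGG pathways for 8255. For 136 gene names more than 1 locus is listed, and loci were kept apart.

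Loci with a mean FPKM of at least 0.3 over the 4 libraries (32686) were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the mean-variance trend), PDL against PSL, with no covariate. The calls use the study's thresholds, an absolute log2 fold change of at least 1 and an unadjusted p of at most 0.05, and the Benjamini-Hochberg adjusted p is given beside them. Other computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

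The 41 gene lists are word patterns on the gene descriptions. They cover Pi sensing and transport, phospholipid replacement, other transporters, calcium and hormone signaling, transcription factor families, kinases and phosphatases, cell wall enzymes, markers of cell types a leaf sample can hold (epidermis and cuticle, xylem, guard cells, root, dividing cells) and signs of leaf state and RNA quality. Lists were tested with limma's camera at an inter-gene correlation of 0.01 and again with an estimated one, and with fry, each adjusted over the lists. Terms of GO and KEGG with at least 5 tested loci were tested with a one-sided Fisher's exact test against the tested loci that carry a term.

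The genes named were taken from a set fixed by a rule: every gene the paper names in its text, Tables 1 to 5, Figure 2 or Figure 4; the 10 largest and 10 smallest log2 fold changes among described loci past the thresholds whose groups do not overlap; up to 4 members of each list; and the qRT-PCR reference gene. Table genes of this set that are not named are counted in the tallies. Values in the paper's tables had been seen when the rule was set. Genes named outside this rule are marked as chosen after their values were seen.

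Depth, from the paper's Table S1, was 28941039 mapped clean reads in PDL-1, 36741937 in PDL-2, 35666806 in PSL-1 and 29270613 in PSL-2. Read counts per locus were not used here, so counting error is not given per gene. Among 2315 loci under 0.3 FPKM in both PDL libraries, the log2 ratio of the libraries fell most often (511 loci) between 0.3 and 0.4, where equal numbers of reads would put it (0.34). For 2301 such loci in PSL it fell most often (529 loci) between −0.4 and −0.3, just beside the −0.285 of equal numbers of reads. Such values thus appear to rest on very few reads.

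On simulated data of the same size and spread, with 50 loci at each of 4 fold changes, the test recovered 44 loci at a log2 fold change of 1.5, 49 at 2, 49 at 3 and 48 at 4. Of the 50 loci at each of these fold changes, 8, 14, 19 and 32 had a limma adjusted p under 0.05. The test called 525 of 32436 unchanged loci (1.619%), 5 of them at an adjusted p under 0.05.

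The alternatives tried were pseudocounts of 1 and 0.01, a filter at a mean FPKM of 1 and none, quantile normalization, median centring, no mean-variance trend, a block for the replicate number, single annotated genes only, leaving out each library, the authors' p-values, and, chosen after the values were seen, only loci the authors tested and only loci above 0 in all 4 libraries. The median log2 fold change of all loci stayed between −0.02 and 0.00 in these settings.

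Promoter elements were not analysed here, since the test needs the Gmax2.0 genome sequence. Supplementary Tables S2 and S3 were held only in part and were not used for tests. A reference of 59048 soybean genes was not used, since 0 of its entries carry the gene names of the deposited table. The qRT-PCR measurements, the physiological values and MapMan bins were not analysed here.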

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

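The tests below were chosen after the results were seen, except those on the whole list of shoot apex markers and on the time of harvest.

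Among the loci past the study's thresholds, 108 (16.3%) had not been tested by the authors, against 10.1% of all loci tested here. Another split of the 4 libraries (PDL-2 with PSL-1) gave 634 loci past the thresholds against 663 for the real one. The 3 splits are too few for a share under 0.05, and 1 of them, the real one, reaches 663.

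Of the 19 loci with an adjusted p under 0.05, 18 are listed at 0 in both libraries of a group, most of them loci the paper does not discuss. Failed FPKM estimates are a candidate explanation: among 75 loci at 0 in 2 libraries and at 10.4 FPKM or more in the other 2, 28% had both zeros in 1 group, where chance gives 33.3%. Pi deprivation as the source of most of these zeros is argued against by the upper 95% bound of that share, 39.6%. Single loci among them may still respond to Pi, and which ones cannot be told from these libraries.

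In 28 of the authors' calls, 1 library is at least 8 times above the next, 13 of them in PSL-1 and 9 in PDL-2, a signal in values per library that the paper does not report. Failed estimates in the other libraries, seen as an FPKM of 0, are argued against, since 75% of these calls have an FPKM above 0 in at least 2 of the other 3. This test does not bear on the estimate in the high library itself. For 1 such locus it was 5424 FPKM in PDL-2, against 10.7, 13.9 and 12.3 in PDL-1, PSL-1 and PSL-2. Whether tissue of the shoot apex in PSL-1 accounts for some cannot be told. Of 20 apex markers under 1 FPKM in the other libraries, 30% were highest in PSL-1 (95% interval 11.9 to 54.3). This subset was chosen after the values were seen, and its filter leaves PSL-1 free, which favors that library. Of all 97 markers 19 were highest in PSL-1 and 37 in PSL-2. The 95% interval of the share for PSL-1, 12.2% to 28.9%, met the limit set beforehand against apex tissue. But 58 of the 97 are above 1 FPKM in all 4 libraries, and the leaf's own level hides a small share. The limit set for the whole list was set aside for that reason. The most abundant members of the list, the KNOTTED1-like 3 genes Gm17g104800 and Gm04g064100, had 169, 182, 177 and 181 FPKM and 124, 111, 152 and 164 FPKM in PDL-1, PDL-2, PSL-1 and PSL-2. Being high in every leaf library, they do not tell apex tissue from leaf. Lower depth of the other libraries is argued against as the source of gaps of 8 times or more, since FPKM is scaled to mapped reads and these differ by at most 1.27 times. Whether depth affected which loci were called stays open, since the tallies go both ways. Of these calls 78.6% are highest in one of the 2 deepest libraries, against 35.4% of all 147 such loci the authors tested. Of the 147, 22 are highest in the deepest library, PDL-2, and 45 in the shallowest, PDL-1.

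Across whole gene lists, a signal the paper did not analyse, the photosystem list had a median log2 fold change of 0.30 and the nitrate list one of 0.39, while the disease resistance list had −0.20 and the WRKY list −0.23; 3 of the 4 cell wall lists (not that of cellulose synthases) and the gibberellin-regulated and cuticle lists passed camera with medians above 0 as well. Scaling between libraries may contribute and stays open: of 14 lists past camera 11 passed after quantile normalization, fewer than the 12 asked for, and the photosystem median fell to 0.12. The lists lost were those of aquaporins, sulfate uptake and protein kinases, none of them named above. A different time of harvest is argued against by the clock list, whose median absolute log2 fold change lay at percentile 4.33 of 10000 matched random lists. Younger leaves with more dividing cells in PDL stay open. The third quartile of the 172 loci of the dividing-cell list, 0.22, lay just above the limit set for it. Their median log2 fold change was −0.03 (limma camera adjusted p = 0.739), and it stayed between −0.08 and 0.05 in the 15 other settings. Of these loci 78 had a log2 fold change above 0, 0 were higher and 1 was lower. The list thus showed no rise at its median, but with quartiles of −0.29 and 0.22 a small rise is not excluded. Younger leaves without more dividing cells were not tested. No list passed with an estimated correlation, and the other splits of the libraries gave 4 and 7 lists against 14. The gibberellin-regulated and pectin methylesterase lists were among the 4, and the WRKY, disease resistance, sulfate and xylem lists among the 7. For xylem the camera adjusted p was 0.000441 in the split of PDL-2 with PSL-1 against 0.00477 in the real one, so the pattern remains a hypothesis.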

How the results depend on the processing

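The settings with only loci the authors tested and only loci above 0 in all 4 libraries were chosen after the values were seen; the promoter test was not run. Under every setting more loci were higher than lower, except without PDL replicate 1. With a pseudocount of 1, 222 loci were higher and 143 lower, 7 adjusted, with 5 genes of Table 2, 11 of Table 3, 6 of Table 4 and 8 of Table 5 past the thresholds, since the larger pseudocount shrinks folds at low FPKM. Without a filter 586 were higher and 455 lower, with 8 adjusted. The adjusted count in limma was 11 with a pseudocount of 0.01, 8 with a filter at a mean FPKM of 1 (6 genes of Table 2), 31 with no mean-variance trend, 0 with the replicate block (369 higher, 293 lower), 10 among loci the authors tested, 1 among loci above 0 in all 4 libraries and 336 by the authors' p, against 19. Of these 19, 18 were listed at 0 in both libraries of a group and 9 were not tested by the authors, so the settings on those loci leave them out. Apart from this and the smaller number of loci tested, the cause was not tested. Equal replicate numbers share little spread (correlation −0.0788 of the differences between replicates), so the block was not adopted. Leaving out each library gave 555 to 839 higher and 511 to 722 lower loci, 0 adjusted calls each time, and 6 to 10 genes of Table 2, 10 to 14 of Table 3, 5 to 12 of Table 4 and 9 to 15 of Table 5; the lone library left is assumed to vary like the others. By the authors' p, added after the values were seen, all 13, 27, 25 and 30 genes of Tables 2 to 5 pass. Without PSL replicate 1 the log2 fold change turned to 2.56 for Gm08g009900 and to 1.03 for Gm19g161100, against −3.78 and −2.22 without PSL replicate 2. The replicate correlation was 0.992 in PDL and 0.954 in PSL on FPKM without a log, 0.964 and 0.964 with a pseudocount of 1, 0.892 and 0.892 at a mean FPKM of at least 1, and 0.944 and 0.945 as Spearman's rho. With the authors' calls 5 terms of GO and KEGG had an adjusted p under 0.05 against 3, and 2 of these 3 did not (0.188 each). Of 14 lists past camera, 6 passed in every setting and 8 were lost in at least 1. Of all 41 lists, 11 passed after quantile normalization, 12 with no filter, 11 to 13 when a library was left out and 14 to 17 in the others, and these are not always the same lists. Of 204 genes named, 121 kept their side of the thresholds under the planned settings that keep every library, and 58 under all settings, each counted where the gene was tested (166 with a filter at a mean FPKM of 1, 164 above 0 in all 4 libraries); 65 lost their call with a pseudocount of 1, 25 with the replicate block and 17 with no trend. Depth limits the loci at low FPKM, where a few reads decide the value.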

Differences from the paper's values

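The counts below use the paper's thresholds with limma's p in place of Cuffdiff's; comparisons with the authors' deposited calls were chosen after the values were seen.

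Merged loci past the thresholds number 36 in the paper and 22 here. Of the alternatives set before the data were examined, the replicate block (26) and leaving out PDL-1 (42), PDL-2 (30), PSL-1 (32) or PSL-2 (34) come within 1.5 times of the paper's number, and pseudocounts of 1 (19) and 0.01 (23), a filter at a mean FPKM of 1 (21), no filter (23), quantile normalization (21), median centring (21), no trend (21) and single annotated genes only (0) do not.

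The paper gives a replicate correlation of around 85%, and here it is 93.8% in PDL and 93.7% in PSL. As r it stays apart from 85% under all alternatives: 99.2% and 95.4% without a log, 96.4% and 96.4% with a pseudocount of 1, 89.2% and 89.2% at a mean FPKM of at least 1, and 94.4% and 94.5% as Spearman's rho. As r squared, a scale chosen after the values were seen, it is 87.9% in both groups, and 79.6% in both at a mean FPKM of at least 1, to either side of the paper's value.

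GO terms enriched among the lower loci number 25 in the paper and 12 here. With the authors' calls (18) and a background of all loci with a term (18) the number comes within 1.5 times, and with only non-overlapping calls (12) it does not.

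The genes of Tables 3 to 5 were chosen in the paper by the authors' p-values, so all pass by these: 27 in Table 3, 10 calcium and 15 hormone genes in Table 4, and 13 higher and 17 lower in Table 5. The other alternatives follow. Of the transporter genes, 27 pass in the paper's Table 3 and 17 here; a pseudocount of 0.01 (18) comes within 1.5 times and the other alternatives do not. Calcium genes of Table 4 number 10 in the paper and 5 here, where a pseudocount of 0.01 (7) comes within 1.5 times and the other alternatives do not. Hormone genes of Table 4 number 15 in the paper and 8 here, and no other alternative comes within 1.5 times. Transcription factor genes number 31 in the paper (14 higher, 17 lower) and 15 here (6 higher, 9 lower). No other alternative brings the total or the higher ones within 1.5 times; for the lower ones none does either, with 11 as the highest.

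The authors' p-values in the deposited table reach 304 higher and 230 lower loci, 534 in all, 1 more than the paper's 533, with 36 merged loci as in the paper, and 271 single annotated genes higher against the paper's 270. Table 5 lists 30 genes, 13 higher and 17 lower, where the text counts 31. The paper treats Gm14g127400 as a gene of brassinosteroid signaling, while the deposited table gives a merged locus described as an Argonaute family protein and a pyruvate dehydrogenase kinase. Of 87 fold changes in the paper's tables, 0 have the opposite sign here and 3 differ from limma's log2 fold change by more than its standard error. On the paper's scale 0 do, and the largest difference is 0.279.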

Other observations

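The tests in this part were planned, and the genes follow the rule for named genes. Photosystem and light-harvesting genes, which take a large part of a leaf's transcripts, leaned slightly to positive log2 fold changes as a list. Of 145 loci 137 had a log2 fold change above 0, with a median of 0.30 (camera adjusted p = 8.01e-22, and 0.437 with an estimated correlation; median 0.12 after quantile normalization, camera adjusted p = 1.86e-08), while none passed the thresholds in limma. Gm20g231700 (PsbP family) had 5.93 and 5.34 FPKM in PDL and 3.06 and 3.12 in PSL, Gm03g230300 (PsbP family) had 24.5 and 24.4 in PDL and 15.3 and 17.1 in PSL, and Gm09g071400, for a light-harvesting protein of photosystem I, had 173 and 179 in PDL and 120.5 and 126 in PSL.

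Disease resistance and pathogenesis-related genes leaned slightly to negative log2 fold changes as a list, with 3 of 357 loci higher, 3 lower and a median of −0.20 (camera adjusted p = 7.83e-05, and 0.569 with an estimated correlation). Gm10g196700, for an NBS-LRR resistance protein, fell with 0.595 and 0.698 in PDL and 2.14 and 1.83 in PSL, and Gm16g171200, for a leucine-rich repeat protein, with 1.57 and 1.06 in PDL and 2.81 and 4.89 in PSL, whereas the gene for a thaumatin-like protein, Gm13g082700, rose with 1.54 and 0.672 in PDL and 0.211 and 0.137 in PSL. Of 131 heat shock loci 1 rose and 3 fell (limma camera adjusted p = 0.309). The chaperone genes Gm15g088000 and Gm13g224000 (heat shock protein 70B) and Gm16g178800 (HSP90 type) fell with log2 fold changes of −1.26 (standard error 0.20), −1.11 (0.15) and −1.10 (0.20).

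The other lists did not pass camera in limma. Of 36 senescence-named loci 1 rose and none fell (median −0.13, limma adjusted p = 0.273), with the abundant Gm02g017100 (senescence-associated gene 21) at 300.1 and 244 in PDL and 139.7 and 164 in PSL. Of 537 ribosomal protein loci 1 rose (median −0.09, limma adjusted p = 0.241), and of 32 organelle-encoded loci 1 rose, one of the loci of the Ycf1 gene Gm01g114300 (median 0.16, limma adjusted p = 0.0505). Of 172 loci of dividing cells 1 fell, the histone gene Gm08g227400, listed at 0 in both PDL libraries (limma adjusted p = 0.739), and of 13 root loci 1 fell, the merged locus Gm08g198000 (limma adjusted p = 0.671). No locus passed among 39 clock loci (limma adjusted p = 0.72), 77 peroxidases (limma adjusted p = 0.422) and 5 loci of guard cells (limma adjusted p = 0.482).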
